# Comparative Transcriptomic and Proteomic Analysis to Deeply Investigate the Role of Hydrogen Cyanamide in Grape Bud Dormancy

**DOI:** 10.3390/ijms20143528

**Published:** 2019-07-18

**Authors:** Muhammad Khalil-Ur-Rehman, Wu Wang, Yang Dong, Muhammad Faheem, Yanshuai Xu, Zhihong Gao, Zhen Guo Shen, Jianmin Tao

**Keywords:** hydrogen cyanamide, dormancy, proteomic, transcriptomic, grape, DEGs

## Abstract

Hydrogen cyanamide (HC) is an agrochemical compound that is frequently used to break bud dormancy in grapevines grown under mild winter conditions globally. The present study was carried out to provide an in-depth understanding of the molecular mechanism associated with HC releasing bud dormancy in grapevines. For this purpose, RNA-seq based transcriptomic and tandem mass tag (TMT)-based proteomic information was acquired and critically analyzed. The combined results of transcriptomic and proteomic analysis were utilized to demonstrate differential expression pattern of genes at the translational and transcriptional levels. The outcome of the proteomic analysis revealed that a total of 7135 proteins (*p*-value ≤ 0.05; fold change ≥ 1.5) between the treatments (HC treated versus control) were identified, out of which 6224 were quantified. Among these differentially expressed proteins (DEPs), the majority of these proteins were related to heat shock, oxidoreductase activity, and energy metabolism. Metabolic, ribosomal, and hormonal signaling pathways were found to be significantly enriched at both the transcriptional and translational levels. It was illustrated that genes associated with metabolic and oxidoreductase activity were mainly involved in the regulation of bud dormancy at the transcriptomic and proteomic levels. The current work furnishes a new track to decipher the molecular mechanism of bud dormancy after HC treatment in grapes. Functional characterization of key genes and proteins will be informative in exactly pinpointing the crosstalk between transcription and translation in the release of bud dormancy after HC application.

## 1. Introduction

Dormancy is a developmental phase that normally occurs in deciduous plants to endure harsh environmental conditions during the winter season. The length of exposure to low temperatures is usually employed to define the chilling hours required for different tree species to regulate dormancy [1,2]. Inadequate exposure of plants to chilling hours leads to several disorders such as partial anthesis, low shoot vigor, hindered or uneven bud break, and poor flower development [3]. Therefore, it is indispensable to understand the molecular mechanism of bud dormancy release in the grape (*Vitis vinifera* L.) to increase the economic yield in mild winter regions. 

Grapes are one of the most important deciduous fruit crops widely cultivated around the globe. Table grapes are considered highly nutritious as they can be consumed fresh or in a processed form [4,5]. According to the International Organization of Vine and Wine (OIV) report, global table grape production had shown a stable growth trend due to prompt viticulture growth in China [4,6]. However, in southern China, it is challenging to achieve a consistent fruit crop every year under sheltered cultivation systems owing to insufficient chilling hours. It is quite clear that variable and uneven bud break remained notable obstacles in attaining consistent high yields and good quality fruits in many fruit plants including kiwifruit, cherries, peaches, and grapes [7]. In the meantime, insufficient chilling hours are also considered as a significant contributing factor for vine yield losses. 

To artificially compensate for the chilling requirements, various chemicals have been applied by growers to overcome the problem of insufficient chilling. Among these chemicals, potassium nitrate (KNO3), calcium cyanamide (CaCN2), and hydrogen cyanamide (HC) are the most common ones that are frequently used for breaking dormancy in deciduous fruit crops [3,8]. 

Hydrogen cyanamide is an effective agrochemical that is utilized for dormancy release in commercial production of grapes at larger scales [9,10]. Studies revealed that HC treatment persuaded a transient increase in hydrogen peroxide (H_2_O_2_) levels and substitutive oxidase transcripts [11,12]. Moreover, reports illustrated that HC-induced bud break is enhanced by calcium (Ca^2+^) signaling and stimulated changes in phosphorylation and transcription regulators [13]. Despite the extensive global use of HC by the growers for breaking dormancy, the underlying mechanism explaining its role in dormancy breaking is still not quite clear. Previous reports on grape bud dormancy hypothesized that increases in H_2_O_2_ and catalase inhibition were the key physiological changes observed under HC treatment [14,15,16]. Recent studies examined the transcriptional regulation of some genes including *EBB* (early bud break) in different plants before and after HC treatment [17,18]. Besides, the diverse expression pattern showed by the majority of genes in grape buds treated with HC indicated the association of hormone signaling, hypoxia, and oxidative stress with HC-stimulated dormancy release [12,19,20,21].

Proteomic and genomic reports in *Arabidopsis* verified the metabolic shift indicating the involvement of genes in fermentative and glycolysis pathways, including those most intensely persuaded by hypoxia [16]. In perennial fruit plants, a subtractive suppression hybridization (SSH) approach was used to investigate the number of genes involved in the dormancy mechanism [22]. A compendium of scientific literature investigated the dormancy mechanism using transcript profiling or microarrays in perennial plants [3]. Omics-based investigations are being used in different organisms like plants, as well as in humans [23,24]. In fruit trees, ‘omic’ technologies (e.g., proteomics, metabolomics and transcriptomics) have been extensively used to examine the underlying molecular and physiological processes during different developmental phases of the plant. 

Bud dormancy mechanisms in perennial fruits has been previously explored at the molecular level using omics-based approaches [3,5,25,26]. However, the effect of HC in the release of grape dormancy by coupling transcriptomic and proteomic approaches has not been yet investigated. In this study, we performed a unique attempt by utilizing both proteomic and transcriptomic approaches to investigate the dynamic changes occur in gene expression and protein patterns related to artificially induced bud dormancy in grapevine. The results have the potential to enhance table grape production in mild winter regions by providing an in-depth understanding of the mechanism involved in bud dormancy regulation.

## 2. Results

### 2.1. HC Application and its Effect on Bud Break

Under forced conditions, the grape buds were treated with HC to check its effect on the release of grape bud dormancy. HC application stimulated the bud break in grapes. After HC treatment on 20th February 2017, the bud break percentage after 18 days of treatment reached 64%, which designated that the buds had released their dormancy. However, when treated with water (C) the bud break was observed to be only 23% at the same interval of 18 days. This clearly showed that the rate of bud break after HC treatment was higher than after water treatment (Figure 1). 

### 2.2. Transcriptomic Analysis Overview 

Before and after treatment of bud samples with HC, RNA-seq analysis was carried out, where each sample was comprised of two biological replicates. 

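RNA of grape buds of 'Shine Muscat' was sequenced in 2 libraries per group. The sample labels give group T as 50% bud break, and the paper's text gives a higher share at 18 days. Buds of group C were collected at day 0, and buds of group T at day 18 after treatment with 5% v/v hydrogen cyanamide (HC). Treatment and 18 days of forcing were therefore confounded, and a difference between T and C holds both. Total counts were 19444282 and 17968112 in the C libraries and 17435558 and 18033477 in the T libraries. Between 93.8 and 97.3 counts were recorded per 100 mapped read pairs of Table S1. The paper's results give 2 biological replicates, which the count table holds, and its methods give 3, each of them a plant. Which plants the libraries came from is not given in the sources used here, and p-values measure the spread between these libraries. The authors' count table gives raw counts per gene, made from reads aligned with HISAT 0.1.6 according to the submitters' processing notes, to the grape genome and annotation of Ensembl Plants release 23. The counting tool is not named in the paper's text, so close members of a gene family may share reads. Normalized counts (CPM, a gene's count scaled by the library total and its TMM factor) were computed here and are given as mean ± SD. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 21143 genes that passed its low-count filter, and a gene is called higher or lower at an adjusted p under 0.05. The T libraries differed little more than sampling noise allows (chi-square per degree of freedom 1.55), and the C libraries differed more (45.1). The T pair may therefore be technical replicates or pooled material, and SDs of T and the p-values may hold only technical spread for T. The correlation of log CPM was 0.994 within T, 0.975 within C and 0.677 to 0.681 between the groups. The 42 gene lists, the rule for named genes and the tests of genes and lists were set before the deposited table was examined. The lists are read from the descriptions in that table. Rows of Table S2, which hold the authors' folds and p-values, had been seen by then. They led to the threshold of an adjusted p under 0.05. Each list was compared with all other genes by camera. With its preset correlation, the same small value for every list, 27 of the 42 passed. With an estimated correlation 0 passed, with a lowest adjusted p of 0.25. The estimated form rests on the few degrees of freedom that 2 libraries per group leave, so hardly any list could pass it. Tubulins and light harvesting genes had 0.25 at estimated correlations of only -0.066 and 0.004. Its adjusted p therefore cannot tell changed lists from unchanged ones. Other lists had high estimated correlations, 0.901 for cytosolic ribosomal proteins, 0.845 for stilbene synthases and 0.792 for histones. For such lists the preset form assumes far less correlation than was estimated, so its adjusted p may be much too small. For a gene at 0 in both libraries of a group, folds are lower bounds against a floor of 3 counts per library. These floors, and the intervals given for genes with 1 to 3 counts in a group, cover counting error only.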

For each sample, approximately 85–87% high-quality reads were mapped to the grape reference genome. (Table S1). 

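The buds of group T expressed genes that had no reads in group C, and the reverse. The 10 genes named for the largest fitted increase were all at 0 in both C libraries, so their folds are bounds and their rank is not a measured one. Among them were 3 copper transporter genes on chromosome 3, VIT_03s0110g00370, VIT_03s0110g00360 and VIT_03s0110g00430, at least 150.1-fold, 129-fold and 114-fold higher in T. RNA-binding protein 38 (VIT_18s0001g05840, chromosome 18 from 4520619 to 4529938) reached 51.4 ± 0.437 CPM in T (SD, n = 2), at least 309.5-fold above C. A short gene described as the receptor kinase ERECTA (VIT_12s0142g00620, chromosome 12 from 561908 to 563202) was at least 148-fold higher. The DNA replication protein MCM10 (VIT_03s0038g02370) was at least 108-fold higher. Allene oxide synthase (VIT_03s0063g01850), an enzyme of jasmonate synthesis, was at least 105-fold higher. The calcium-binding protein PBP1 (VIT_19s0014g03970), the CDL1-like kinase (VIT_03s0038g03600) and a membrane protein of endoplasmic reticulum bodies (VIT_00s0267g00030) were at least 151-fold, 111-fold and 111-fold higher.
In the other direction, protein phosphatase 2C 51 (VIT_02s0025g01390) and a low-temperature-induced 65 kDa protein (VIT_16s0050g00120) had no reads in T, and were at least 77.9-fold and 76.9-fold lower than in C. An aureusidin synthase-like gene (VIT_03s0038g04730), also at 0 in T, was at least 46.1-fold lower. Of the 30867 transcripts of the authors' table, 29971 were annotated genes and 896 were transcripts the authors added. A total of 5302 had 0 counts in all 4 libraries, 988 were at 0 in both C libraries and above 0 in both T libraries, and 329 were the reverse. Each library detected 22972 and 23041 genes in C, and 23999 and 24023 in T. One count corresponded to between 0.05196 and 0.05883 CPM, which sets the lowest level that could be seen.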

A total of 30,867 transcripts were obtained from four samples. Based on *p*-value (*p* < 0.05) the differentially expressed genes (DEGs) were screened with a false discovery rate (FDR) of ≤0.001 and absolute fold change value of |log2ratio|≥1. A sum of 12,747 differentially expressed genes was found in T/C comparison including 7138 genes with higher expression level while 5609 genes with lower expression level were observed respectively (Figure 2A, Table S2).

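Genes of cell division were mostly higher in T. Of 23 genes of cyclins A, B and D, which drive the cell cycle, 21 were higher in T, 1 lower and 1 did not pass the test (21 higher and 1 lower adjusted over the list alone), with adjusted p = 2.4e-07 from camera and adjusted p = 0.25 with an estimated correlation. The mitotic cyclin S13-7 (VIT_08s0040g00930, chromosome 8 from 11925222 to 11928200) was at 0.215 ± 0.137 CPM in C and 148 ± 6.40 CPM in T (SD, n = 2), a log2 fold change of 9.34 (standard error 0.29, adjusted p = 4e-05, edgeR). Of 46 kinesins, motors of the spindle and the dividing cell plate, 44 were higher in T, 1 lower and 1 did not pass the test (45 higher and 1 lower adjusted over the list alone), with adjusted p = 4.1e-12 from camera and adjusted p = 0.32 with an estimated correlation. Of 27 DNA replication genes, 25 were higher in T, 1 lower and 1 did not pass the test (25 higher and 1 lower adjusted over the list alone), with adjusted p = 8.6e-08 from camera and adjusted p = 0.25 with an estimated correlation. Examples were KIN12B (VIT_19s0090g01600) and the replication licensing factor MCM5 (VIT_11s0149g00130), with log2 fold changes of 7.39 and 7.78. All 16 tubulin genes were higher (16 adjusted over the list alone), with adjusted p = 6.7e-07 from camera and adjusted p = 0.25 with an estimated correlation, among them an alpha chain gene (VIT_14s0108g00440) at 2.87 ± 0.724 CPM in C and 1562 ± 4.98 CPM in T (SD, n = 2). Of 37 histone genes, 27 were higher in T, 3 lower and 7 did not pass the test (27 higher and 3 lower adjusted over the list alone), with adjusted p = 2e-05 from camera and adjusted p = 0.6 with an estimated correlation. With RefSeq style descriptions only, 17 histone genes were higher. A histone H1 gene (VIT_04s0023g03130) was lower, at a log2 fold change of -4.06. Of 48 light harvesting and photosystem genes, 46 were higher in T, 1 lower and 1 did not pass the test (46 higher and 1 lower adjusted over the list alone). The adjusted p was 1.2e-12 from camera and 0.25 with an estimated correlation. Oxygen-evolving enhancer protein 1 (VIT_18s0001g11710) was among the higher members, with a log2 fold change of 7.25.
The next 4 genes were among the 10 named for the largest fitted decrease. Dehydrin 1 (VIT_04s0023g02480), which protects cells against water loss, was at 14898 ± 4661 CPM in C and 12.1 ± 1.52 CPM in T (SD, n = 2), a log2 fold change of -10.26 (standard error 0.40, adjusted p = 5.3e-05, edgeR). Galactinol synthase 1 (VIT_07s0005g01970), an enzyme of raffinose synthesis, was at 277 ± 18.5 CPM in C and 0.434 ± 0.221 CPM in T (SD, n = 2), and the 18.1 kDa heat shock protein VIT_13s0019g03000 at 1642 ± 245 CPM in C and 2.00 ± 0.319 CPM in T (SD, n = 2). The ankyrin repeat gene VIT_05s0165g00220 had 1 count in T, a ratio of 1079 (95% counting interval 193 to 42649) of C over T. Of 25 genes of late embryogenesis abundant proteins and dehydrins, 12 were higher in T, 12 lower and 1 did not pass the test (12 higher and 12 lower adjusted over the list alone), with adjusted p = 0.41 from camera and adjusted p = 0.68 with an estimated correlation. The closing section gives this list without the unrelated proteins its pattern caught. Genes described by terms of wax and cutin, vascular tissue, or pollen and anther were mostly higher. These lists are read from descriptions and do not show which tissue the RNA came from. The wax and cutin list also takes in all genes described as GDSL or non-specific lipid-transfer proteins, whatever their role. Of 93 genes of wax and cutin, 75 were higher in T, 14 lower and 4 did not pass the test (75 higher and 14 lower adjusted over the list alone), with adjusted p = 7.2e-09 from camera and adjusted p = 0.25 with an estimated correlation. Of 18 vascular genes, 15 were higher in T, 2 lower and 1 did not pass the test (16 higher and 2 lower adjusted over the list alone), with adjusted p = 0.00014 from camera and adjusted p = 0.25 with an estimated correlation. Of 12 pollen and anther genes, 11 were higher in T and 1 was lower (11 higher and 1 lower adjusted over the list alone), with adjusted p = 0.0021 from camera and adjusted p = 0.32 with an estimated correlation.

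**Figure D1:**
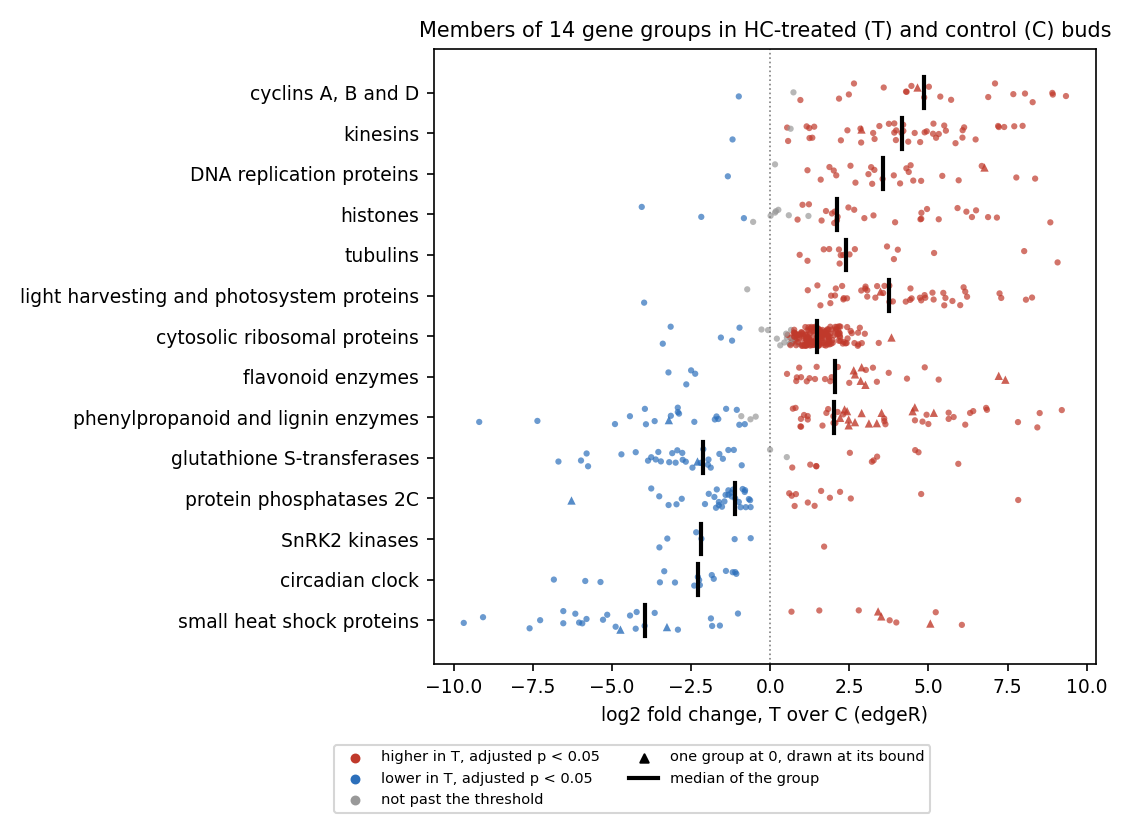
Log2 fold change of T over C for the tested members of gene lists, 1 point per gene, with the list median as a bar and genes at 0 in a group drawn as triangles at their bound. The kinesins have a median of 4.18 with such genes at their bound.

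Over all genes, 14487 were called, 7598 higher and 6889 lower in T. At an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1, 5175 were called, 3089 higher and 2086 lower. That stricter count was 10173 without C replicate 1 and 11051 without C replicate 2 (5749 and 6246 higher, 4424 and 4805 lower), fits in which the spread came from the T pair alone. It was 4519 without T replicate 1 and 4616 without T replicate 2, and 8759 with DESeq2. Lower genes at an adjusted p under 0.05 numbered 4399 without T replicate 1 and 4456 without T replicate 2.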

### 2.3. Dynamic Profiling of Proteome after HC Treatment of Grape Buds/Detection of Proteins in Treated and Control Samples

In this study, a quantitative proteomic analysis was carried out between treated and control samples to understand the molecular mechanism. The total proteins in the T/C samples were labeled with tandem mass tag (TMT) using UPLC-MS/MS systems. The variation in the relative abundance of any given protein was determined on the basis of TMT 6-plex reporter ion ratios. To minimize peptide identification error, the matching error of the databank search approach to <2 ppm was used. Only those proteins which showed >1.5-fold change in relative quantity and *p* < 0.05 were designated as differentially expressed proteins (DEPs). A total of 7135 DEPs were identified among which 6224 proteins were computed with assessed false discovery rate (FDR) 1%. The results specified that most of the proteins showed up-regulation (715) while fewer proteins showed down-regulation (546) in T/C comparison (Figure 2B). 

### 2.4. Comparative Analysis of Proteomic and Transcriptomic Results

A correlation analysis between quantitative proteomic and RNA-seq data was carried out. The expression patterns of all quantified proteins and their related transcripts in T/C samples indicated a lower correlation. The expression ratio of mRNAs and their related proteins with similar trends were designed, and positive correlation was quantified between DEGs and DEPs (Figure 3). 

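The transcripts behind the proteins of Table 2 mostly moved with them. The 18.1 kDa class I heat shock protein (VIT_13s0019g02930), a chaperone, had a protein ratio of 0.048 in the paper, and its transcript was at 1327 ± 83.1 CPM in C and 2.46 ± 0.369 CPM in T (SD, n = 2), a log2 fold change of -9.07 (standard error 0.24, adjusted p = 3.9e-05, edgeR). The tubulin alpha-3 chain (VIT_03s0088g00380), a building block of microtubules, had the paper's ratio of 19.369, and its transcript was at 97.1 ± 7.97 CPM in C and 1255 ± 0.00709 CPM in T (SD, n = 2), a log2 fold change of 3.69 (standard error 0.17, adjusted p = 6.9e-05, edgeR). D-3-phosphoglycerate dehydrogenase 3 (VIT_09s0018g01870), an enzyme of serine synthesis, rose with a log2 fold change of 5.20, and glutathione S-transferase parC (VIT_19s0015g02890) fell with a log2 fold change of -6.69. A tubulin alpha chain (VIT_18s0001g08250) and chitinase-like protein 2 (VIT_05s0062g01320) rose with log2 fold changes of 2.17 and 0.99. HSP83 (VIT_16s0050g01150), a further class I heat shock protein (VIT_19s0085g01050), cinnamyl alcohol dehydrogenase 1 (VIT_02s0025g03100) and the transcription elongation factor VIT_05s0020g04440 fell with log2 fold changes of -3.04, -5.28, -1.69 and -2.66. Transcripts rose for 3 of the proteins that fell. These were the 17.3 kDa class II heat shock protein (VIT_04s0008g01570, log2 fold change 3.78), the mitochondrial HSP70 (VIT_00s0415g00030, 0.53) and alcohol dehydrogenase class-3 (VIT_07s0005g04600, 0.59). The chloroplastic small heat shock protein (VIT_01s0010g02290) did not pass the test (log2 fold change -0.47, adjusted p = 0.17, edgeR), and passed it without C replicate 1 (adjusted p = 0.0000862, edgeR), where the spread came from the T pair alone. The large subunit of Rubisco (VIT_16s0013g00330) had too few counts to be tested.
Of 35 small heat shock protein genes, 10 were higher in T and 25 were lower (10 higher and 25 lower adjusted over the list alone), with adjusted p = 0.00098 from camera and adjusted p = 0.57 with an estimated correlation. Of 16 HSP70 and HSP90 genes, 9 were higher in T and 7 were lower (9 higher and 7 lower adjusted over the list alone), with adjusted p = 0.77 from camera and adjusted p = 0.89 with an estimated correlation, and without T replicate 1 or 2 the higher members numbered 5 and 4, fewer than the lower ones. Of the 21 tested transcripts of Table 2, 18 changed in the direction of the protein, 17 of them past the test, and 3 in the opposite direction. The study chose these proteins on these samples, so neither the count nor the coefficients below are independent evidence. Across these genes, which are not independent replicates, Pearson's r of log2 protein ratio with log2 fold change was 0.74 (permutation test, two-sided, p = 7e-05, adjusted p = 7e-05 over both coefficients), and Spearman's rho was 0.77 (permutation p = 7e-05, adjusted p = 7e-05). Without the 2 proteins farthest from the median ratio, r was 0.74 (permutation p = 0.00037) and rho 0.73 (permutation p = 0.00085). The proteins fall into a lower and a higher group, so the pooled coefficients include the difference between these groups. Among the 14 proteins that fell, r was 0.63 (permutation p = 0.0198, adjusted p = 0.0688 over 4 relations) and rho 0.42 (adjusted p = 0.172). Among the 7 that rose, r was 0.47 (permutation p = 0.276) and rho 0.82 (permutation p = 0.0344, adjusted p = 0.0688). Without T replicate 1 or without T replicate 2, mitochondrial HSP70, alcohol dehydrogenase class-3, initiation factor 5A-2 and elongation factor 1-alpha no longer passed the test (adjusted p = 0.237 and 0.283, 0.211 and 0.186, 0.199 and 0.174, and 0.192 and 0.199, edgeR), nor did chitinase-like protein 2 without T replicate 1 (adjusted p = 0.0527, edgeR). With the replicate number as a block, mitochondrial HSP70 did not pass (adjusted p = 0.0593, edgeR).

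**Figure D2:**
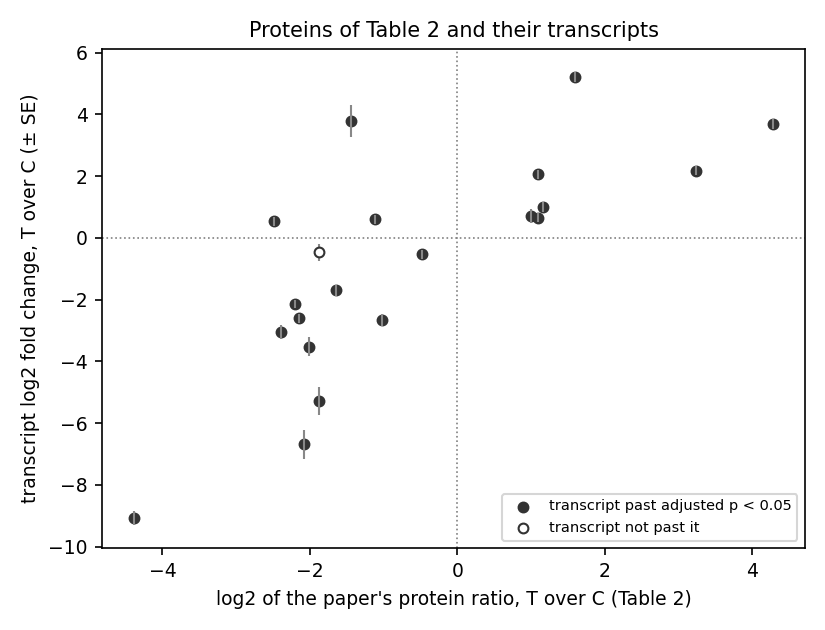
Log2 protein ratio of Table 2, as the paper gives it, against log2 fold change of the transcript in T over C, 1 point per protein. The 17.3 kDa class II heat shock protein, at a transcript log2 fold change of 3.78, lies in the quadrant of opposite directions.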

RNA-seq analysis identified 12,747 DEGs (T/C), and 1261 (T/C) DEPs contained quantifiable information with respect to their samples/treatments. Exactly 7135 genes designated as co-regulated DEPs-DEGs, containing 13 (T/C) genes regulated at the proteomic (*p* < 0.05 and >1.5-fold) and transcriptomic levels FDR <0.001 and >2-fold). A similar trend of 44 and 39 genes were observed in T/C samples among 7135 core DEP-DEG genes while 1371, 1941 and 2562 genes showed a contrasting trend in T/C samples. We proposed that some of these genes might be involved in grape bud dormancy regulation (Figure S1). 

### 2.5. Enrichment Analysis of DEGs-DEPs Related to the GO and KEGG Pathways 

In the present study, 7135 co-regulated DEGs-DEPs genes had gene ontology (GO) annotations. GO terms were assigned to 7135 core DEGs and DEPs to perform a functional analysis. The results comprised of the main GO terms of biological processes, cellular components and molecular functions, including essential functional groups (Figure 4). In “biological process”, the largest categories found were “oxidation-reduction process” and “response to salt stress”. 

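Genes of the gene ontology (GO) term oxidation-reduction process went both ways. Of 1258 genes of this term, 533 were higher in T, 403 lower and 322 did not pass the test (534 higher and 408 lower adjusted over the list alone), with adjusted p = 0.44 from camera and adjusted p = 0.64 with an estimated correlation. An acyl-carrier-protein desaturase (VIT_05s0094g00730), which introduces double bonds into fatty acids, was at 0.137 ± 0.0270 CPM in C and 131 ± 3.64 CPM in T (SD, n = 2), a log2 fold change of 9.82 (standard error 0.22, adjusted p = 3.9e-05, edgeR). Cytochrome P450 86B1 (VIT_07s0031g01670) rose with a log2 fold change of 9.19, and cytochrome P450 87A3 (VIT_18s0122g01470) fell with a log2 fold change of -8.10. A secoisolariciresinol dehydrogenase-like gene (VIT_08s0007g02700), with few counts in C, had a ratio of 703 (95% counting interval 194 to 5814) of T over C. Of 121 genes of response to salt stress, 42 were higher in T, 38 lower and 41 did not pass the test (42 higher and 38 lower adjusted over the list alone), with adjusted p = 0.75 from camera and adjusted p = 0.89 with an estimated correlation. The ABC transporter G family member 15 (VIT_06s0061g00260) was at 11.5 ± 1.45 CPM in C and 185 ± 0.307 CPM in T (SD, n = 2), and a sodium/hydrogen exchanger (VIT_05s0020g01960), which moves sodium across membranes, at 203 ± 1.01 CPM in C and 35.9 ± 0.984 CPM in T (SD, n = 2). The number of higher salt stress genes fell to 24 without T replicate 1 and 28 without T replicate 2. Without C replicate 1, the 52 higher genes were outnumbered by lower ones. Gene sets for the GO terms were taken from the authors' gene table after its terms were seen, because the paper names these terms, and they hold all annotated genes, not only those of the paper's core set.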

The genes/proteins associated with these categories had lower expressions. In “cellular component” the main categories found were “ribosome” and “ribonucleoprotein complex”. The proteins/genes associated with these categories were up-regulated. 

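Genes of the ribosome, which makes the proteins of the cell, were mostly higher in T. Of 176 cytosolic ribosomal protein genes, 158 were higher in T, 5 lower and 13 did not pass the test (162 higher and 5 lower adjusted over the list alone), with adjusted p = 6.6e-12 from camera and adjusted p = 0.6 with an estimated correlation. Of 70 ribosomal protein genes of chloroplasts and mitochondria, 65 were higher in T, 3 lower and 2 did not pass the test (66 higher and 3 lower adjusted over the list alone), with adjusted p = 2.1e-11 from camera and adjusted p = 0.42 with an estimated correlation. Ribosomal protein L9 of the large cytosolic subunit (VIT_16s0098g00730, chromosome 16 from 21090037 to 21092621) was at 52.6 ± 10.6 CPM in C and 375 ± 4.53 CPM in T (SD, n = 2), a log2 fold change of 2.83 (standard error 0.19, adjusted p = 0.0002, edgeR). Ribosomal proteins S29 (VIT_09s0002g00970) and S15a-5 (VIT_09s0002g02520) of the small subunit had log2 fold changes of 2.99 and 2.78. The chloroplast proteins S31 (VIT_08s0007g02090) and S17 (VIT_09s0002g04330) rose with log2 fold changes of 3.16 and 3.11. Among the lower members, the transcript Novel00381, described as 40S ribosomal protein SA-like, fell with a log2 fold change of -3.39. Of 333 genes of the GO term ribosome, 250 were higher in T, 24 lower and 59 did not pass the test (255 higher and 24 lower adjusted over the list alone), with adjusted p = 8.2e-11 from camera and adjusted p = 0.64 with an estimated correlation. Of 443 genes of the ribonucleoprotein complex, 277 were higher in T, 62 lower and 104 did not pass the test (282 higher and 62 lower adjusted over the list alone), with adjusted p = 2.8e-06 from camera and adjusted p = 0.64 with an estimated correlation. Against the ribosomal majority, la-related protein 6B (VIT_05s0094g01400), an RNA-binding protein, was at 657 ± 59.0 CPM in C and 129.8 ± 0.366 CPM in T (SD, n = 2). The chloroplast protein L1 (VIT_13s0064g00170) fell with a log2 fold change of -0.79, and no longer passed the test without T replicate 1 or 2 (adjusted p = 0.0791 and 0.141, edgeR). The median log2 fold change of the cytosolic list was 1.47, and that of the organellar list 1.83. Ribosomal protein genes occur in near-identical copies, so reads may be split between members.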

For “molecular function” the major categories found were “structural molecular activity” and “structural constituent of ribosome”. The proteins/genes associated with these categories were up-regulated.

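Genes of the GO terms structural molecule activity and structural constituent of ribosome were mostly higher in T. The second is a narrower term under the first, so ribosomal genes can count in both. Members outside the ribosome were not counted apart, so no trend of structural genes in general is drawn. Of 401 genes of structural molecule activity, 276 were higher in T, 43 lower and 82 did not pass the test (280 higher and 43 lower adjusted over the list alone), with adjusted p = 6.2e-09 from camera and adjusted p = 0.64 with an estimated correlation. The tubulin beta-2 chain VIT_06s0004g05870 was at 2.02 ± 0.447 CPM in C and 531 ± 8.87 CPM in T (SD, n = 2), a log2 fold change of 8.02 (standard error 0.23, adjusted p = 3.9e-05, edgeR). Vesicle-associated protein 4-1-like (VIT_12s0057g00200), a membrane protein, and chlorophyll a-b binding protein 13 (VIT_19s0014g03660), a light harvesting protein, rose with log2 fold changes of 7.17 and 6.00. A gene described as an ankyrin repeat, PH and SEC7 domain protein (VIT_13s0067g01670) fell with a log2 fold change of -2.49. Of 309 genes of the structural constituent of ribosome, 233 were higher in T, 22 lower and 54 did not pass the test (237 higher and 22 lower adjusted over the list alone), with adjusted p = 8.2e-11 from camera and adjusted p = 0.64 with an estimated correlation. The ribosomal protein L17 of chloroplasts (VIT_10s0092g00050) was at 9.40 ± 0.513 CPM in C and 61.1 ± 0.757 CPM in T (SD, n = 2). A gene described as ADP-ribosylation factor-like protein 8A (VIT_00s1232g00030), which the term also holds, fell with a log2 fold change of -2.91.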

Based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, the main identified DEPs-DEGs (*p*-value ≤ 0.05) were annotated to 14 enriched KEGG pathways. 

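Genes of starch and sucrose metabolism went both ways. Beta-amylase 3 (VIT_02s0012g00170, chromosome 2 from 5804094 to 5806987), which releases maltose from starch, was at 1571 ± 21.5 CPM in C and 1.39 ± 0.623 CPM in T (SD, n = 2), a log2 fold change of -10.14 (standard error 0.36, adjusted p = 4.5e-05, edgeR). Beta-amylase 1 (VIT_05s0077g00280) and glucose-1-phosphate adenylyltransferase (VIT_03s0038g04570), an enzyme of starch synthesis, fell with log2 fold changes of -5.27 and -5.48. A soluble beta-fructofuranosidase (VIT_16s0022g00670), an invertase that splits sucrose, rose with a log2 fold change of 6.48, and trehalose-phosphate phosphatase F (VIT_02s0154g00110) with 5.22. Of 53 starch and sucrose genes, 23 were higher in T, 29 lower and 1 did not pass the test (23 higher and 29 lower adjusted over the list alone), with adjusted p = 0.18 from camera and adjusted p = 0.6 with an estimated correlation.
All 16 circadian clock genes tested were lower in T (16 adjusted over the list alone), with adjusted p = 3.2e-07 from camera and adjusted p = 0.25 with an estimated correlation. Adagio protein 3 (VIT_01s0011g05810), a blue light receptor of the clock, was at 608 ± 0.739 CPM in C and 10.6 ± 0.0254 CPM in T (SD, n = 2), a log2 fold change of -5.84 (standard error 0.17, adjusted p = 3.9e-05, edgeR). The transcription factor REVEILLE 1 (VIT_04s0079g00410) and the response regulators APRR9 (VIT_15s0048g02540) and APRR5 (VIT_16s0098g00900) fell with log2 fold changes of -5.36, -3.48 and -3.35. An LHY-like gene (VIT_15s0048g02410), which acts at dawn, fell with a log2 fold change of -1.78, and an EARLY FLOWERING 3 gene (VIT_09s0002g02680), which acts in the evening, with -2.22. EARLY FLOWERING 4 (VIT_06s0004g06600) had 1 count in T, a ratio of 139 (95% counting interval 24.6 to 5545) of C over T.

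**Figure D3:**
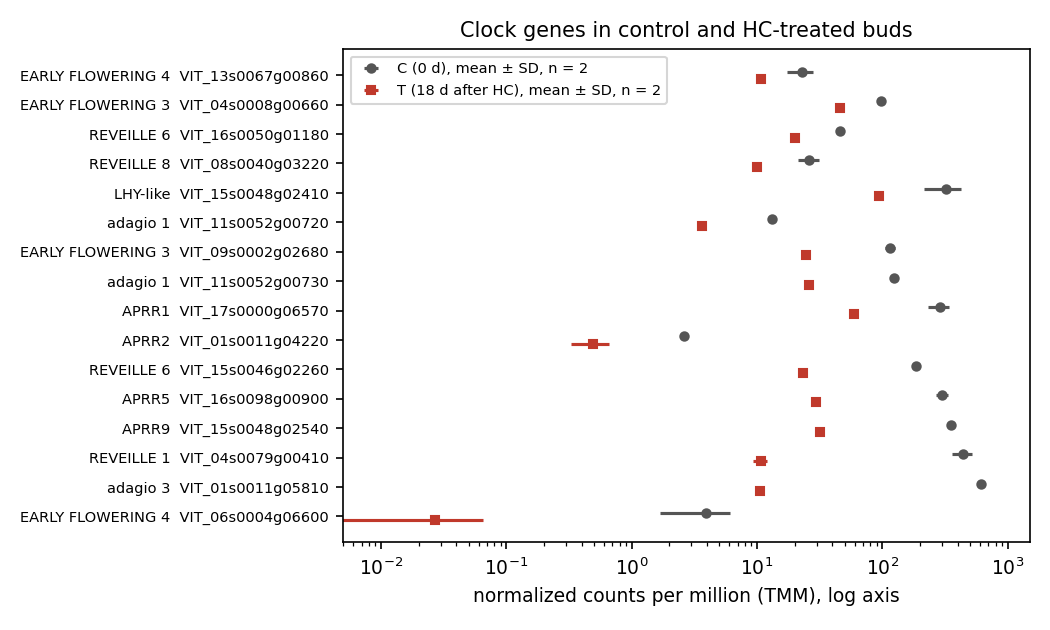
Mean CPM ± SD (n = 2) of the tested circadian clock genes in C and T on a log axis. Adagio protein 3 has a mean of 608 CPM in C and 10.6 CPM in T.

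Of 71 genes of phenylpropanoid and lignin enzymes, 48 were higher in T, 20 lower and 3 did not pass the test (48 higher and 20 lower adjusted over the list alone), with adjusted p = 0.0029 from camera and adjusted p = 0.54 with an estimated correlation. The laccases, which polymerize lignin, were split. The laccase-9 gene VIT_18s0001g02400 was at 1.86 ± 0.890 CPM in C and 430.3 ± 6.50 CPM in T (SD, n = 2), and laccase-15-like (VIT_18s0001g02410) rose with a log2 fold change of 6.32. The laccase-14 gene VIT_18s0122g00690 had 2 counts in T, a ratio of 655 (95% counting interval 181 to 5410.5) of C over T. Caffeic acid 3-O-methyltransferase (VIT_02s0025g02920), a lignin enzyme, fell with a log2 fold change of -7.35. Laccases form clusters of similar genes and may share reads. Pyruvate metabolism had no list of its own.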

The results depicted that five KEGG pathways were mostly enriched at both proteomic and transcriptomic levels that includes “starch and sucrose metabolism” (vvi00500), “pyruvate metabolism” (vvi00620) “ribosome” (vvi03010), “circadian rhythm” (vvi04712) and “phenyl propanoid biosynthesis” (vvi00940) (Figure S2). Furthermore, secondary metabolism pathways like “flavonoid biosynthesis” (vvi00941) “phenyl propanoid biosynthesis” (vvi00940) were also enriched in core DEGs-DEPs genes in the KEGG analysis. 

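Enzymes of flavonoid synthesis were mostly higher in T. Of 32 genes of flavonoid enzymes, 28 were higher in T and 4 were lower (28 higher and 4 lower adjusted over the list alone), with adjusted p = 0.00011 from camera and adjusted p = 0.36 with an estimated correlation. Flavonoid 3'-monooxygenase (VIT_11s0016g01020), which adds a hydroxyl group to flavonoids, was at 3.02 ± 0.811 CPM in C and 31.1 ± 1.25 CPM in T (SD, n = 2), a log2 fold change of 3.37 (standard error 0.22, adjusted p = 0.00018, edgeR). The transcripts Novel00529 and Novel00530, described as naringenin 3-dioxygenase-like, were at 0 in C and at least 172-fold and 149-fold higher in T. A dihydroflavonol 4-reductase-like gene (VIT_18s0122g00640) and a flavonoid 3'-monooxygenase-like gene (VIT_00s0555g00020) fell with log2 fold changes of -3.21 and -2.65. Of 11 stilbene synthase genes, which make resveratrol, 1 was higher in T, 5 lower and 5 did not pass the test (1 higher and 5 lower adjusted over the list alone), with adjusted p = 0.28 from camera and adjusted p = 0.78 with an estimated correlation. Stilbene synthase 6 (VIT_16s0100g01200) was at 60.5 ± 65.2 CPM in C and 0.817 ± 0.212 CPM in T (SD, n = 2), a log2 fold change of -6.19 (standard error 1.20, adjusted p = 0.0067, edgeR). Stilbene synthase 3 (VIT_16s0022g01020) was at 0 in C and at least 8.41-fold higher. The number of lower stilbene synthases rose to 13 of the 14 listed genes without C replicate 1, 9 without T replicate 1 and 10 without T replicate 2. The low-count filter was set anew in these fits and can keep more of the list, and without a C library the spread came from the T pair alone. With DESeq2 8 were lower, and with the replicate number as a block 9. Stilbene synthase genes are near-identical copies that may share reads.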

### 2.6. Differentially Expressed Genes Related to Metabolism and Hormone Signaling 

In this study, 1941 genes were identified in treated and control bud samples that were related to metabolism. Among of those, 713 were up-regulated and 346 were down-regulated in T/C samples. 

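Metabolic genes moved in both directions. Of 7140 genes of the GO term metabolic process, 2854 were higher in T, 2258 lower and 2028 did not pass the test (2867 higher and 2281 lower adjusted over the list alone), with adjusted p = 0.44 from camera and adjusted p = 0.64 with an estimated correlation. The paper's own set of metabolism genes was not analysed here. A wax ester synthase, the O-acyltransferase WSD1-like gene (VIT_15s0046g00520), had a ratio of 826 (95% counting interval 282 to 4008) of T over C, and bifunctional epoxide hydrolase 2 (VIT_04s0023g02610) fell with a log2 fold change of -4.82. Of 28 enzymes of the tricarboxylic acid cycle, 15 were higher in T, 9 lower and 4 did not pass the test (15 higher and 9 lower adjusted over the list alone), with adjusted p = 0.39 from camera and adjusted p = 0.74 with an estimated correlation. Cytoplasmic aconitate hydratase (VIT_12s0059g02150), which isomerizes citrate, was at 8.94 ± 0.581 CPM in C and 84.3 ± 3.28 CPM in T (SD, n = 2), a log2 fold change of 3.24 (standard error 0.13, adjusted p = 6e-05, edgeR), and mitochondrial fumarate hydratase 1 (VIT_14s0060g01700) fell with a log2 fold change of -2.11. Of 15 fermentation and hypoxia genes, 8 were higher in T and 7 were lower (8 higher and 7 lower adjusted over the list alone), with adjusted p = 0.77 from camera and adjusted p = 0.89 with an estimated correlation. An alternative oxidase (VIT_02s0033g01400), a bypass of the respiratory chain, was at 136 ± 6.54 CPM in C and 5.20 ± 0.590 CPM in T (SD, n = 2), a log2 fold change of -4.71 (standard error 0.16, adjusted p = 4.4e-05, edgeR). Alcohol dehydrogenase 3 (VIT_18s0001g15450), an enzyme of fermentation, fell with a log2 fold change of -2.61, and alcohol dehydrogenase-like 1 (VIT_18s0001g06360) rose with a log2 fold change of 2.85. Without T replicate 1 or 2, the higher members numbered 9 and 10 in the tricarboxylic acid cycle and 5 and 5 in fermentation, where they were then fewer than the lower members.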

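Genes of auxin response and transport were mostly higher in T. Those of a list of ethylene synthesis genes and ethylene-responsive factors were mostly lower. The factors were listed by name, which does not show that they respond to ethylene. Of 47 auxin response and transport genes, 34 were higher in T, 12 lower and 1 did not pass the test (34 higher and 12 lower adjusted over the list alone), with adjusted p = 0.0077 from camera and adjusted p = 0.32 with an estimated correlation. Auxin efflux carrier 6 (VIT_18s0001g15420), of the family that moves auxin out of cells, was at 0.466 ± 0.0762 CPM in C and 64.5 ± 2.88 CPM in T (SD, n = 2), a log2 fold change of 7.08 (standard error 0.19, adjusted p = 3.9e-05, edgeR), and auxin efflux carrier 3 (VIT_05s0062g01120) fell with a log2 fold change of -2.91. Of 63 genes of ethylene synthesis and ethylene-responsive factors, 19 were higher in T, 41 lower and 3 did not pass the test (20 higher and 41 lower adjusted over the list alone), with adjusted p = 0.0029 from camera and adjusted p = 0.39 with an estimated correlation. Ethylene-responsive transcription factor 4 (VIT_12s0028g03270) was at 473 ± 42.3 CPM in C and 28.0 ± 0.479 CPM in T (SD, n = 2), a log2 fold change of -4.08 (standard error 0.16, adjusted p = 5.6e-05, edgeR). An ACC oxidase, ACO1 (VIT_00s2086g00010), which makes ethylene, rose with a log2 fold change of 1.91. Zeaxanthin epoxidase (VIT_04s0044g00270), an early enzyme of abscisic acid (ABA) synthesis, was at 306 ± 41.8 CPM in C and 2.27 ± 0.171 CPM in T (SD, n = 2), a log2 fold change of -7.07 (standard error 0.21, adjusted p = 3.9e-05, edgeR). ABA 8'-hydroxylases, which break ABA down, went both ways, with log2 fold changes of -3.54 for VIT_03s0063g00380 and 4.20 for VIT_18s0001g10500. Of 20 genes caught by the pattern for ABA synthesis and breakdown, 6 were higher in T and 14 were lower (6 higher and 14 lower adjusted over the list alone), with adjusted p = 0.02 from camera and adjusted p = 0.34 with an estimated correlation. That pattern also caught proteins with the word enhanced in their name. Without them, a choice made after the descriptions were seen, 4 of 14 were higher and 10 lower, with adjusted p = 0.015 from camera and adjusted p = 0.22 with an estimated correlation. Of 16 genes of gibberellin (GA) synthesis and breakdown, 6 were higher in T, 8 lower and 2 did not pass the test (6 higher and 8 lower adjusted over the list alone), with adjusted p = 0.57 from camera and adjusted p = 0.71 with an estimated correlation. GA 20-oxidase 1-D (VIT_18s0001g01390), an enzyme of GA synthesis, rose with a log2 fold change of 5.41, and GA 2-beta-dioxygenases, which inactivate GA, were split, with 3.20 for VIT_13s0067g01150 and -2.41 for VIT_19s0140g00120. Lower GA genes numbered 5 without T replicate 1 and 5 without T replicate 2.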

In the hormone signaling pathway, 276 genes were found to be differentially expressed in T/C samples. ABA and GA signaling pathways were further examined. In the ABA signaling pathway, five genes annotated as PYR/PYL, of which three genes were up-regulated while two genes were down-regulated in T/C samples. 

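The PYR/PYL receptors, which bind ABA, went both ways. Both PYL9 genes, the most abundant, were lower in T. VIT_15s0046g01050 (chromosome 15 from 18133354 to 18136214) was at 598 ± 109 CPM in C and 82.7 ± 1.12 CPM in T (SD, n = 2), a log2 fold change of -2.85 (standard error 0.19, adjusted p = 0.00018, edgeR), and VIT_16s0050g02620 was at 154 ± 8.44 CPM in C and 46.7 ± 0.181 CPM in T (SD, n = 2). The transcript Novel00056, described as PYL11, fell with a log2 fold change of -3.91. PYR1-like (VIT_02s0012g01270) was at 0.743 ± 0.0519 CPM in C and 4.25 ± 0.824 CPM in T (SD, n = 2), a log2 fold change of 2.50 (standard error 0.31, adjusted p = 0.0014, edgeR), and the PYL4 gene VIT_08s0058g00470 at 3.39 ± 1.97 CPM in C and 13.0 ± 0.534 CPM in T (SD, n = 2). The log2 fold change of this PYL4 gene was 1.93, and it was 2.70 without C replicate 1 and 1.44 without C replicate 2. The other PYL4 gene, VIT_13s0067g01940, had 2 counts in C, a ratio of 29.2 (95% counting interval 7.73 to 247) of T over C. In all, 3 of 6 members were higher and 3 lower (3 and 3 adjusted over the list alone), with adjusted p = 0.65 from camera and adjusted p = 0.78 with an estimated correlation. PYR1-like and the PYL4 gene VIT_08s0058g00470 stand in Table 1, chosen by the study on these samples, so they are not independent evidence.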

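Type 2C protein phosphatases (PP2C), some of which repress the ABA signal, were mostly lower in T. So were the SnRK2 kinases, some of which pass that signal on. Of 43 PP2C genes, 12 were higher in T and 31 were lower (12 higher and 31 lower adjusted over the list alone), with adjusted p = 0.0018 from camera and adjusted p = 0.37 with an estimated correlation. PP2C 24 (VIT_06s0004g05460, chromosome 6 from 6318873 to 6320828) was at 419 ± 9.64 CPM in C and 31.0 ± 2.57 CPM in T (SD, n = 2), a log2 fold change of -3.76 (standard error 0.16, adjusted p = 6.1e-05, edgeR). PP2C 49 (VIT_05s0020g00390), PP2C 37-like (VIT_13s0019g02200) and PP2C 16 (VIT_09s0002g01850) fell with log2 fold changes of -3.50, -3.21 and -1.76. PP2C 14 (VIT_01s0137g00750) rose with a log2 fold change of 7.84. Of 7 SnRK2 genes, 1 was higher in T and 6 were lower (1 higher and 6 lower adjusted over the list alone), with adjusted p = 0.012 from camera and adjusted p = 0.51 with an estimated correlation. The single higher member, SRK2A (VIT_07s0031g03210), was at 17.3 ± 2.45 CPM in C and 56.3 ± 2.69 CPM in T (SD, n = 2), a log2 fold change of 1.70 (standard error 0.15, adjusted p = 0.00045, edgeR). SAPK2 (VIT_07s0191g00070), SAPK3 (VIT_02s0236g00130) and SAPK10 (VIT_03s0063g01080) fell with log2 fold changes of -3.25, -2.34 and -2.17. SRK2I (VIT_07s0197g00080) fell with a log2 fold change of -0.61, and no longer passed the test without T replicate 1 or 2 (adjusted p = 0.123 and 0.197, edgeR). PP2C 24, PP2C 16 and SRK2A stand in Table 1, chosen by the study on these samples, and PP2C 8 of that table matched no gene.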

Eight genes related to protein phosphatase 2 C (PP2C) family showed lower expression, while one gene related to Snrk2 family showed a higher expression level in T/C samples. In the GA signaling pathway, two genes related to DELLA family showed elevated expression level while genes related to GID1 and GID2 family showed lower expression level in T/C samples (Table 1). 

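GA receptor genes were lower in T. Both genes described as GID1B, a receptor of GA, fell. VIT_07s0104g00930 (chromosome 7 from 2061408 to 2063888) was at 504 ± 160.0 CPM in C and 29.4 ± 1.22 CPM in T (SD, n = 2), a log2 fold change of -4.10 (standard error 0.28, adjusted p = 0.0002, edgeR), and VIT_14s0030g00440 (chromosome 14 from 4293950 to 4298048) was at 257 ± 28.1 CPM in C and 89.2 ± 0.848 CPM in T (SD, n = 2), a log2 fold change of -1.53 (standard error 0.15, adjusted p = 0.00059, edgeR). The identifier of GID1B in Table 1 is paired with both, and the value given there is the authors' one for VIT_14s0030g00440. The F-box protein GID2 (VIT_07s0129g01000), which marks DELLA proteins for degradation, was at 152 ± 36.0 CPM in C and 33.3 ± 0.189 CPM in T (SD, n = 2). Of the DELLA genes, which repress growth, SLR1-like (VIT_11s0016g04630) was at 12.2 ± 2.28 CPM in C and 40.6 ± 1.18 CPM in T (SD, n = 2), a log2 fold change of 1.73 (standard error 0.17, adjusted p = 0.00066, edgeR), and GAI-like (VIT_14s0006g00640) fell with a log2 fold change of -0.71. GAI1 (VIT_01s0011g05260) had a log2 fold change of 0.24 and did not pass the test (adjusted p = 0.39, edgeR). Together 1 of 6 was higher, 4 were lower and 1 did not pass (1 higher and 4 lower adjusted over the list alone), with adjusted p = 0.18 from camera and adjusted p = 0.49 with an estimated correlation. GAI-like no longer passed without T replicate 1 or 2 (adjusted p = 0.159 and 0.205, edgeR), and GAI1 passed without C replicate 1 (log2 fold change 0.61, adjusted p = 4.35e-28, edgeR). In that fit the spread came from the T pair alone. The GID1B gene VIT_14s0030g00440, GID2 and SLR1-like stand in Table 1, chosen by the study on these samples. Table 1 names SLR1-like DELLA protein GAI.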

### 2.7. Validation of RNA-seq Results

To verify the RNA-seq results, an RT-qPCR assay was carried out where nine selected genes had shown differential expression patterns before and after HC treatment. 

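All 9 RT-qPCR genes, which the study picked and which are not independent evidence, passed the test in the sequencing data. Glutathione peroxidase (VIT_02s0025g03600), which removes peroxides, was at 449 ± 179 CPM in C and 85.0 ± 0.557 CPM in T (SD, n = 2), a log2 fold change of -2.40 (standard error 0.30, adjusted p = 0.0015, edgeR), and a serine/threonine-protein kinase (VIT_04s0008g05500) at 36.4 ± 6.52 CPM in C and 9.08 ± 0.684 CPM in T (SD, n = 2), a log2 fold change of -2.00 (standard error 0.19, adjusted p = 0.00051, edgeR). Glutamine synthetase (VIT_17s0000g01910), which assimilates ammonium, cytochrome c oxidase subunit 2 (VIT_00s0438g00010) of the respiratory chain and a ubiquitin carboxyl-terminal hydrolase (VIT_06s0009g00960) fell with log2 fold changes of -1.11, -0.95 and -0.79. Glutathione S-transferase 3 (VIT_12s0028g00920) fell with a log2 fold change of -3.53. Lipoxygenase (VIT_01s0010g02750), an enzyme of oxylipin synthesis, rose with a log2 fold change of 0.67, and a 2-oxoglutarate-dependent oxygenase (VIT_00s0531g00040), named oxidoreductase in the paper, with 0.98. The gene named zinc ion binding in the paper (VIT_01s0146g00060), which the authors' gene table describes as glucose-6-phosphate 1-dehydrogenase, rose with a log2 fold change of 0.69. The actin gene of Table S3 (VIT_12s0178g00200, chromosome 12 from 8678865 to 8680701), described as actin-101 and used as the RT-qPCR reference, was at 328 ± 84.1 CPM in C and 152 ± 3.37 CPM in T (SD, n = 2), a log2 fold change of -1.11 (standard error 0.21, adjusted p = 0.0062, edgeR). Without T replicate 1, the lipoxygenase, hydrolase, glucose-6-phosphate 1-dehydrogenase and oxygenase genes no longer passed (adjusted p = 0.0990, 0.113, 0.0881 and 0.107, edgeR). Without T replicate 2, the same 4 and glutamine synthetase, cytochrome c oxidase subunit 2 and actin no longer passed (adjusted p = 0.0850, 0.131, 0.122, 0.117, 0.0601, 0.0539 and 0.0553, edgeR).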

The randomly selected genes encoded with different proteins are mentioned: Lipoxygenase (VIT_01s0010g02750), Glutathione peroxidase (VIT_02s0025g03600), Glutamine synthetase (VIT_17s0000g01910), Glutathione S-transferase (VIT_12s0028g00920), Cytochrome c oxidase subunit 2 (VIT_00s0438g00010), Ubiquitin carboxyl-terminal hydrolase (VIT_06s0009g00960), zinc ion binding (VIT_01s0146g00060), Serine/threonine-protein kinase (VIT_04s0008g05500), oxidoreductase (VIT_00s0531g00040). The RT-qPCR and RNA-seq results were highly correlated (Figure S3). 

### 2.8. Expression Pattern of DEGs-DEPs in Cluster Analysis

The identified 7135 co-regulated DEGs and DEPs were divided into three groups on the basis of their expression pattern in T/C bud samples at the transcriptomic and proteomic levels. The genes (518) in group A were up-regulated in T/C buds and categorized as up-up-regulated genes. The pattern of genes (371) expression in group B were down-down-regulated in both samples and categorized as down-down-regulated genes; the genes (2562) that did not show any change in expression pattern were categorized as unchanged-unchanged group C (Figure 5). 

## 3. Discussion

Dormancy plays a significant role in undergoing the unfavorable environmental conditions of the winter season in perennial fruit plants [27]. Various biochemical, molecular and physiological activities are associated with the transition of dormancy to initiate bud growth [28]. Recent reports about proteomic and transcriptional analysis revealed that energy metabolism is an obligation for dormancy release, including in the development of leaves and flowers. Meristem requires adequate energy from the primary tissue to maintain bud growth at bud break time [29,30]. TMT-based proteomic and RNA-seq based transcriptomic analysis was performed to measure the transcript and protein expression in grape buds before and after treatment with HC in this study. Results revealed that five proteins including a TPR-like superfamily protein, triosephosphate isomerase, putative 2, 3-bisphosphoglycerate-independent phosphoglycerate mutase, and ribulose bisphosphate carboxylase small chain were involved in energy metabolism that is associated with the dormancy release of treated and control grape buds. The tricarboxylic acid cycle/glycolysis is the key metabolic pathway in plants that is linked with plant respiration. It also provides mitochondria with pyruvate which is essential for the biosynthesis of various metabolic compounds. Energy metabolism is one of the key factors connected with the release of bud dormancy, as demonstrated in our study. Various genes related to energy metabolism like triosephosphate isomerase, chloroplastic, Malate dehydrogenase [NADP], chloroplastic, Ribulose bisphosphate carboxylase small chain and chloroplastic-like showed differential expression patterns in treated samples compared to control samples. Thus, HC promoted the activity of proteins and genes related to energy metabolism that possibly leads to advanced bud break in grapes (Figure 1). 

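Of 3 genes of triosephosphate isomerase, which interconverts the triose phosphates of glycolysis, 2 rose in T. VIT_13s0019g01090 was at 252 ± 56.2 CPM in C and 433 ± 11.6 CPM in T (SD, n = 2), a log2 fold change of 0.78 (standard error 0.20, adjusted p = 0.016, edgeR), and VIT_03s0038g01780 rose with a log2 fold change of 0.68. The third, VIT_06s0004g04800, had -0.35 and did not pass the test (adjusted p = 0.078, edgeR). NADP malate dehydrogenase of the chloroplast (VIT_13s0019g05250) was at 103 ± 9.27 CPM in C and 61.2 ± 2.22 CPM in T (SD, n = 2), a log2 fold change of -0.75 (standard error 0.13, adjusted p = 0.0049, edgeR). The abundant gene of the small chain of Rubisco (VIT_17s0000g03690, chromosome 17 from 3623303 to 3624351), the enzyme that fixes carbon dioxide, was at 486 ± 58.6 CPM in C and 1087 ± 0.0717 CPM in T (SD, n = 2), a log2 fold change of 1.16 (standard error 0.16, adjusted p = 0.002, edgeR), and a weakly expressed one (VIT_11s0052g00820) was at 1.86 ± 0.202 CPM in C and 0.925 ± 0.287 CPM in T (SD, n = 2) and did not pass (adjusted p = 0.053, edgeR). Both genes of 2,3-bisphosphoglycerate-independent phosphoglycerate mutase, VIT_08s0056g00200 and VIT_17s0000g00660, fell, the first at 1016 ± 40.5 CPM in C and 438 ± 0.997 CPM in T (SD, n = 2). Of 44 glycolysis enzymes, 18 were higher in T, 19 lower and 7 did not pass the test (18 higher and 19 lower adjusted over the list alone), with adjusted p = 0.64 from camera and adjusted p = 0.71 with an estimated correlation. Hexokinase 3 (VIT_18s0001g14230) and a pyruvate kinase (VIT_00s0179g00350) rose with log2 fold changes of 3.42 and 3.28, and an enolase (VIT_16s0022g01770) fell with a log2 fold change of -2.29. Without a low-count filter 17 were lower, fewer than the higher ones. Without T replicate 1 or 2, lower glycolysis genes numbered 12 and 11. In these fits VIT_03s0038g01780 (log2 fold change 0.68 and 0.71, adjusted p = 0.152 and 0.137) and VIT_13s0019g01090 (log2 fold change 0.82 and 0.77, adjusted p = 0.111 and 0.135) no longer passed in edgeR. NADP malate dehydrogenase did not either (log2 fold change -0.70 and -0.77, adjusted p = 0.131 and 0.0959). Without C replicate 1, VIT_06s0004g04800 and VIT_11s0052g00820 passed (adjusted p = 1.56e-27 and 0.0153, edgeR), and so did VIT_06s0004g04800 without C replicate 2 (adjusted p = 1.55e-08, edgeR). In these fits the spread came from the T pair alone. From the changed proteins and genes of energy metabolism, the paper proposes that HC promoted their activity and that this possibly led to earlier bud break (Figure 1).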

Previous reports also revealed that in grape buds treated with HC, alcohol dehydrogenase was induced under respiratory stress. Respiratory hindrance and changes in the ATP:AMP ratio were also noted to be associated with dormancy release [31]. Thus, HC promoted the action of proteins and genes linked with energy metabolism which might play a key role in earlier dormancy release in grapes.

Many proteins play important roles in various metabolic processes. Previous report suggested that higher expression of eukaryotic initiation factor proteins are associated with dormancy release in *Pinus sylvestris* L [29]. In the current study, a protein with accession number (VIT_17s0000g06670.t01), identified as eukaryotic translation initiation factor 5A-2 (ETIF-5A-2) (Table 2), showed high expression in HC treated grape buds. Consequently, in the associated mechanism for dormancy release, eukaryotic initiation factor proteins might be essential for their involvement in cell division and protein synthesis during HC treatment. As a component of protein metabolism, elongation factor (EF)-1 plays a crucial role in cell division as well as in protein synthesis in meristematic tissues [32]. In beech seed dormancy, EFs might play a key role in dormancy release, cell division and protein metabolism of root meristem [33]. EF TuB, chloroplastic, ETIF-5A-2 and peroxidases found in core DEPs and DEGs designated that they might play a key role in dormancy release after HC treatment. 

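Elongation factor Tu genes, whose product carries transfer RNA to ribosomes of organelles, were higher in T. VIT_07s0104g00600 (chromosome 7 from 1805891 to 1812931) was at 33.3 ± 0.345 CPM in C and 142 ± 1.21 CPM in T (SD, n = 2), a log2 fold change of 2.10 (standard error 0.12, adjusted p = 0.00014, edgeR). VIT_14s0066g00220 and VIT_17s0000g09370 rose with log2 fold changes of 1.65 and 1.05. A protein with an elongation factor Tu domain (VIT_04s0044g01790) fell with a log2 fold change of -1.29. Initiation factor 5A genes, which help ribosomes to elongate, were split. Initiation factor 5A-2 (VIT_17s0000g06670) was at 438 ± 120.5 CPM in C and 709.7 ± 13.6 CPM in T (SD, n = 2), and VIT_11s0016g00020 and VIT_00s0490g00010 fell with log2 fold changes of -1.05 and -1.29. Of 34 translation initiation and elongation factor genes, 13 were higher in T, 18 lower and 3 did not pass the test (13 higher and 18 lower adjusted over the list alone), with adjusted p = 0.28 from camera and adjusted p = 0.68 with an estimated correlation. Initiation factor isoform 4G-1 (VIT_11s0037g00490), a scaffold of initiation, was at 489 ± 37.9 CPM in C and 135 ± 0.0378 CPM in T (SD, n = 2). Of 28 class III peroxidase genes, which act in the cell wall, 21 were higher in T, 5 lower and 2 did not pass the test (21 higher and 5 lower adjusted over the list alone), with adjusted p = 0.01 from camera and adjusted p = 0.32 with an estimated correlation. Peroxidase 43 (VIT_12s0055g00810) was at 0.185 ± 0.179 CPM in C and 42.9 ± 1.04 CPM in T (SD, n = 2), a log2 fold change of 7.75 (standard error 0.38, adjusted p = 8.2e-05, edgeR), and peroxidase 17 (VIT_07s0191g00050) fell with a log2 fold change of -2.90. Without T replicate 1 or 2, lower translation factors numbered 9 and 9, and initiation factor 5A-2 (adjusted p = 0.199 and 0.174), VIT_11s0016g00020 (0.0537 and 0.0798) and VIT_00s0490g00010 (0.125 and 0.109) no longer passed in edgeR.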

Oxidative stress is an imperative component of the dormancy release process. Reports stated that antioxidants system involving ascorbate peroxidase, peroxidase superfamily and superoxide dismutase is considered essential for dormancy release [29,31,33]. Table 2 revealed that proteins related to oxidoreductase including ascorbate peroxidase (VIT_08s0040g03150.t01) and superoxide dismutase (VIT_10s0042g00100.t01) showed differential expression patterns. The protein with accession no: VIT_08s0040g03150.t01 displayed lower expression in the HC-treated grape buds while protein with accession no: VIT_10s0042g00100.t01 exhibited higher expression during dormancy release. Peroxidase is involved in the generation of H_2_O_2_ by oxidation of NADH and showed higher expression in peach buds. Ascorbate reduced peroxidase activity was seen as a signaling cascade during dormancy release in the Japanese Apricot [3]. Previous reports illustrated that elevated level of antioxidant activity corresponded with bud dormancy release [3,34]. In agreement with it, the majority of the proteins allied to oxidoreductase activity showed elevated expression patterns in HC-treated buds during dormancy release, apart from ascorbate peroxidase which showed no expression (Table 2). A temporarily elevated level of H_2_O_2_ was leading toward endodormancy release in the grape bud after application of the catalase inhibitor HC [15]. In HC-treated grape buds, a transitory up-regulation of H_2_O_2_ led towards dormancy release and acted as a transitory signal from the rest period to bud break [34]. The rising signal indicated that oxidative stress may be involved in bud dormancy release in deciduous fruit plants [2,35]. The reduced H_2_O_2_ level is catalyzed by peroxidases and is recognized as cell wall loosening enzymes. It may help in the modulation of reactive oxygen species (ROS) synthesis that is associated with cell walls during the bud break of dormant grape buds after HC application [35]. In *Arabidopsis*, ROS production occurred through NADPH oxidase that is stimulated by the expansion of cell walls via the triggering of Ca^2+^ channels [36]. Our results revealed that proteins related to oxidoreductase activity were differentially expressed in HC-treated grape buds. The protein with accession no: VIT_08s0040g03150.t01 had a lower expression while the protein with accession no: VIT_10s0042g00100.t01 showed higher expression in HC-treated grape buds. 

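Enzymes that remove reactive oxygen species went both ways. Cytosolic ascorbate peroxidase (VIT_08s0040g03150, chromosome 8 from 14111153 to 14113537), which reduces hydrogen peroxide, was at 116 ± 5.18 CPM in C and 26.4 ± 0.208 CPM in T (SD, n = 2), a log2 fold change of -2.13 (standard error 0.13, adjusted p = 0.00013, edgeR). Superoxide dismutase (VIT_10s0042g00100), which converts superoxide, was at 10.1 ± 0.921 CPM in C and 41.8 ± 0.454 CPM in T (SD, n = 2), a log2 fold change of 2.06 (standard error 0.14, adjusted p = 0.00021, edgeR). A catalase (VIT_18s0122g01320) fell with a log2 fold change of -1.26, and another superoxide dismutase (VIT_16s0013g00260) rose with a log2 fold change of 3.27. Of 14 genes of ascorbate peroxidases, catalases and superoxide dismutases, 7 were higher in T, 5 lower and 2 did not pass the test (7 higher and 5 lower adjusted over the list alone), with adjusted p = 0.94 from camera and adjusted p = 0.97 with an estimated correlation. Glutathione S-transferases, which attach glutathione to toxic compounds, were mostly lower. Of 43 glutathione S-transferase genes, 11 were higher in T, 30 lower and 2 did not pass the test (11 higher and 30 lower adjusted over the list alone), with adjusted p = 0.013 from camera and adjusted p = 0.6 with an estimated correlation. A parC-type gene (VIT_19s0015g02610) was at 46.8 ± 7.82 CPM in C and 0.737 ± 0.0207 CPM in T (SD, n = 2), and the transferase F13 (VIT_07s0104g01810) rose with a log2 fold change of 5.94. Of 51 genes of thioredoxins, glutaredoxins and peroxiredoxins, 31 were higher in T, 12 lower and 8 did not pass the test (31 higher and 13 lower adjusted over the list alone), with adjusted p = 0.01 from camera and adjusted p = 0.63 with an estimated correlation. Glutaredoxin-C1 (VIT_14s0068g01570) rose with a log2 fold change of 4.59, and a thioredoxin (VIT_19s0014g05090) fell with a log2 fold change of -5.68. Of 1289 genes of the GO term oxidoreductase activity, 562 were higher in T, 397 lower and 330 did not pass the test (563 higher and 403 lower adjusted over the list alone), with adjusted p = 0.36 from camera and adjusted p = 0.64 with an estimated correlation. The ascorbate peroxidase and the superoxide dismutase VIT_10s0042g00100 stand in Table 2, picked by the study.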

In the database of DEGs, 101 identified genes were correlated with oxidoreductase activity (Figure 6). Thus, we can speculate that application of HC was possibly intricated toward the advancement of oxidative stress and consequent to earlier dormancy release in HC-treated buds compared with control buds. 

In *Arabidopsis*, a proteomic study revealed that a cytoskeleton element alpha-2, 4-tubulin seems to rely on GA action in germination. Recent studies observed that tubulin-A showed up-regulation during winter dormancy in tea plants while tubulin alpha-2 chain exhibited higher expression during fall dormancy and lower expression at dormancy release [30,37]. According to our findings, predicted: tubulin alpha chain, partial (VIT_18s0001g08250.t01) and predicted: tubulin alpha-3 chain (VIT_03s0088g00380.t01) showed up-regulation in HC-treated buds and no significant change was observed in untreated samples. As a result, the application of HC might stimulate the cell elongation as well as cell division that facilitates bud dormancy release in grape. Studies were carried out to determine the role of Ca^2+^ signaling in grape bud break. A previous study proposed that Ca^2+^ signaling plays an important role in grape bud break. A key protein named calreticulin related to calcium signaling by altering calcium homeostasis during dormancy regulation [3]. Calreticulin is considered a key protein in the GA signaling pathway owing to its significance in hormonal signaling cascades, which in turn might be involved in dormancy release of beech seed and its germination [33]. Hormones are considered key elements in dormancy regulation based on the investigation of expression patterns of hormonal signaling genes to illuminate the dormancy mechanism in perennial fruit plants [38]. The genes related to the *ABRE* and *PP2C* families are considered as ABA receptors in grapevine buds and are controlled at the transcriptional level [10]. The elevated expression level of genes related to the *PYR/PYL* family and decreased levels in *PP2C* family genes were observed in HC-treated grape buds. Genes related to the *DELLA* family exhibited higher expression while genes related to the *GID1* and *GID2* families exhibited lower expression in control and treated samples. 

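Calreticulin and calnexin are calcium-binding chaperones of the endoplasmic reticulum. The calreticulin/calnexin homolog of Table 2 (VIT_01s0150g00400, chromosome 1 from 22768845 to 22774148) was at 615 ± 22.7 CPM in C and 425 ± 3.91 CPM in T (SD, n = 2), a log2 fold change of -0.54 (standard error 0.14, adjusted p = 0.019, edgeR). The other genes of this description rose. The calreticulin gene VIT_14s0060g01290 (chromosome 14 from 1034053 to 1037837) was at 260.1 ± 11.4 CPM in C and 1264 ± 19.5 CPM in T (SD, n = 2), a log2 fold change of 2.28 (standard error 0.15, adjusted p = 0.00018, edgeR), and VIT_07s0005g01390 and calreticulin-3 (VIT_04s0023g00830) rose with log2 fold changes of 1.11 and 1.14. A calnexin homolog (VIT_00s0283g00030) was at 90.7 ± 11.8 CPM in C and 384 ± 4.27 CPM in T (SD, n = 2). Of 67 calcium signaling genes, 24 were higher in T, 37 lower and 6 did not pass the test (25 higher and 38 lower adjusted over the list alone), with adjusted p = 0.1 from camera and adjusted p = 0.37 with an estimated correlation. Calcium-dependent protein kinase 20 (VIT_08s0032g00780) and a calcium-transporting ATPase (VIT_05s0020g04220) of the plasma membrane rose with log2 fold changes of 4.00 and 5.62, and the CBL-interacting protein kinase CIPK11 (VIT_06s0004g07830) fell with a log2 fold change of -3.51. The homolog of Table 2 no longer passed without T replicate 1 or 2 (adjusted p = 0.346 and 0.331, edgeR), nor with the replicate number as a block (adjusted p = 0.0869, edgeR). Water-treated buds at 18 days were not analysed here.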

The calreticulin protein and its related genes showed down-regulation after HC application in the current report, whereas no significant difference was observed in untreated buds. Consequently, HC application may have the potential influence the release of bud dormancy in grapevines. 

## 4. Material and Methods

### 4.1. Plant Materials

A table grape cultivar ‘Shine Muscat’ (*V. vinifera L× Vitis labruscana Bailey*) was used as the research material in this study. The grapevine plants were six years old that were raised under sheltered tunnels located at the experimental vineyard of Nanjing Agricultural University, Nanjing, P. R. China. Bud samples were excised from one-year-old canes grapevines on 20 February 2017, and transported to the laboratory [10,39]. Single node cuttings were prepared from each cane and mixed. Each treatment group had ten single node cuttings randomly drawn from the mixture. The basal part of the cuttings were placed in glass bottles filled with water. The cuttings were divided into two groups: the HC-treated (T) group and control (C) group. The cuttings in the T group were treated with HC @ 5% *v/v* (‘Dormex’ SKW, Trostberg, Germany) whereas cuttings of the C group were only subjected to a distilled water treatment. Cuttings of both groups were kept at 24 ± 1 °C under a 16:8 h dark:light photoperiod at 75% humidity. The single node cuttings were placed in a growth chamber for 21 days to observe the percentage of bud break. The methodology was followed as described by [3] with some modifications. The visibility of green tissue below the bud scale was considered as bud break [12]. At each time point, 150 buds were measured from each treatment for assessment of bud break. Three biological replicates were used and samples collected from three selected plants. Each plant was designated as a biological replicate. The buds collected at 0 d from control and treated cuttings were considered as C. Furthermore, buds collected from treated cuttings after 18 d were considered as T to investigate the proteomic and transcriptomic variations (Figure S4). 

### 4.2. Extraction of Protein

Protein was extracted and purified following the methodology proposed by [40], with some modifications. After grinding the bud samples in liquid nitrogen, about 0.8 g powdered sample was homogenized in 5 mL pre-cooled protein extraction buffer as described by [41]. The homogenate was centrifuged at 13,000× *g* at 4 °C for 20 min (min). The supernatant was separated from the bud debris and vortexed after addition of Tris-phenol (pH ≥ 8.0) followed by centrifugation, at 4 °C for 20 min. Thereafter, the upper parts of phenol were gently shifted to new tubes, and 5 volume of 0.1 M methanolic ammonium acetate (MAA) in absolute methanol was added. It was shaken well and kept at −80 °C overnight for precipitation of proteins. The precipitated proteins were then washed twice with 0.1 M acetone and MAA, respectively. The dried protein pellets were solubilized into buffers as proposed by Liu et al [40]. The protein concentration was determined with a 2-D Quant kit (Merck, China) according to the manufacturer’s instructions.

### 4.3. Protein Digestion and TMT Labeling

Protein digestion was carried out following the methodology as described by [40]. Peptides were desalted by Strata X C18 SPE column (Phenomenex, USA). After that, desalted peptides were reconstituted in 0.5 M triethylammonium bicarbonate (TEAB) and processed according to the manufacturer’s protocol for the TMT Kit (Thermo Scientific, USA). Using TMT 6-plex, the tryptic peptides (100 µg of protein) were categorized to label with 127-tag (CK-1), 128-tag (CK-2), 129-tag (T1) and 130-tag (T2). The four labeled samples from each set were pooled after examining the label assimilation following the procedure as described by [42].

### 4.4. HPLC Separation and LC-MS/MS Analysis

High-performance liquid chromatography (HPLC) was used to separate labeled peptides into fractions through Agilent 300 with C18 column (5 μm particles, 4.6 mm i.d, 250 mm length) with a gradient of 2% to 60% acetonitrile (pH 10) over 80 min, and were then joined into 18 fractions. Using vacuum centrifugation, the joined peptides were dried and dissolved in 0.1% formic acid for mass spectrometry (MS) assay. LC-MS/MS analysis was carried out using EASY-nLC 1000 UPLC system combined with Q Exactive™ Plus hybrid quadrupole-Orbitrap mass spectrometer (Thermo Scientific, USA). 

The peptides were eluted using four phases linear gradient of solvent B, (0.1% formic acid in 98% ACN) about 22% for 26 min; about 40% for 12 min; 80% for 3 min; then hold at 80% for 3 min. Using a Q Exactive™ Plus hybrid quadrupole-Orbitrap mass spectrometer (Thermo Scientific) connected with online UPLC system. A frequent flow rate was kept at 300 mL/min by an EASY-nLC 1000 UPLC system. The resultant peptides were further processed using a Q Exactive™ Plus hybrid quadrupole-Orbitrap mass spectrometer (Thermo Scientific) connected online with UPLC. The entire peptides were identified at 70,000 resolutions with MS range of 350–1800 *m*/*z* in the Orbitrap for the full scan. Above a threshold ion count of 1E4, the 20 top precursor ions in the MS survey scan were detected with 30.0-s dynamic exclusion. Ion fragments were identified at 17,500 resolutions in the Orbitrap. Automatic gain control was set as 5E4 ions to avoid the congestion of the ion trap. 

### 4.5. Database Search 

MaxQuant with unified Andromeda database (v.1.5.2.8) was used to process the produced MS/MS data. Tandem mass spectra were examined to compare transcriptome databank with mass spectrometry contaminants database and reverse decoy database. The MaxQuant software was set to allow up to two missed cleavages. In a peptide, five amino acids for least peptide length and five for the highest alteration sites; mass tolerance for fragment ions are 0.02 Da while five ppm for peptide ions; and FDR ≤ 1% for peptide-spectrum matches and protein identification. The proteins identification and quantification by at least one unique peptide were analyzed with the median ratio of its matching peptides and normalized through taking the median of all calculated proteins. TMT 6-plex was selected for quantification. In Maxquant, all other parameters were set to default values. 

### 4.6. Total RNA Extraction and Illumina Sequencing

The Foregene RNA isolation kit (Foregene, Shenzen, China) was used to isolate total RNA from frozen buds, following the manufacturer instruction. For mRNA isolation, magnetic beads with oligo were used. To get smaller fragments, the fragmentation buffer was mixed with mRNA. The cDNA was synthesized using mRNA fragments as templates. Adapters were used to link the small fragments. The ABI step one plus real-time PCR and Agilent 2100 Bioanalyzer were used in qualification and quantification of sample libraries (Figure S5). The data obtained from the Illumina sequencing were uploaded in the NCBI Sequence Read Archive (SRA) (accession number, GSE127322). 

### 4.7. Bioinformatics Analysis

The data obtained after sequencing were subjected to quality control (QC). The high quality reads thus obtained were aligned to the grape reference genome (ftp://ftp.ensemblgenomes.org/pub/release-23/plants/gtf/vitis_vinifera/) (21.06.19). The aligned data were used to estimate the reads distribution and mapping ratios. Moreover, based on DEGs-DEPs pathway analysis, gene ontology enrichment analysis, and cluster analysis were carried out.

### 4.8. Validation of RNA-Seq Data by RT-qPCR

Reverse transcript quantitative polymerase chain reaction (RT-qPCR) was carried out to determine the expression of selected candidate genes as reported previously [31] (Table S3). 

### 4.9. Transcriptomics and Proteomics-Based Correlation Analysis

Transcriptomic and proteomics-based correlation analysis involved the results of TMT-based protein and transcription analysis to evaluate the possible applicability of quantitative information between proteins and genes in HC-treated and control buds. In both libraries, the correlation analysis was carried out between DEGs and DEPs using log2 values.

### 4.10. Data Analysis 

Data were analyzed for one-way ANOVA (Duncan’s multiple range test) using SPSS Software Package (v.19.0.0.0). Principal component analysis and heat map analysis were constructed using SIMCA-P (version 11.5) and Genesis software. Fisher’s exact test was performed to examine the functional category enrichment.

## 5. Conclusions 

Comprehensively, our results proposed a key role of genes and proteins involved in oxidoreductase activity and energy metabolism after HC application in the synchronization of dormancy release in grape buds at the transcriptomic and proteomic levels. The results of our study furnish a global atlas of variation in gene expression and protein accumulation in grape bud dormancy release after HC application. This study will facilitate the elucidation of candidate genes and proteins involved in grape bud dormancy and also the understanding of the role of synthetic dormancy breakers in this mechanism.

## Figures and Tables

**Figure 1:**
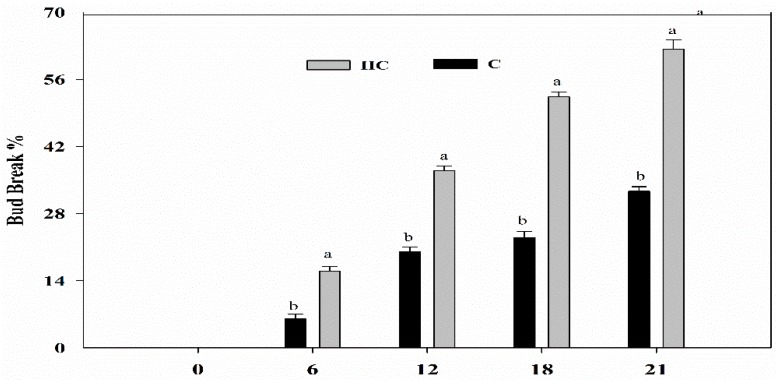
Effect of hydrogen cyanamide (HC) application on percentage of grape bud break. Single node cuttings were prepared and placed in 500 mL glass jars filled with water and percentage of bud break was assessed at 6, 12, 18 and 21 d. Vertical lines above the means bars indicate standard error (*n* = 3; *p* < 0.05) using Turkey’s HSD post hoc test. a–b represents significant difference between treatments.

**Figure 2:**
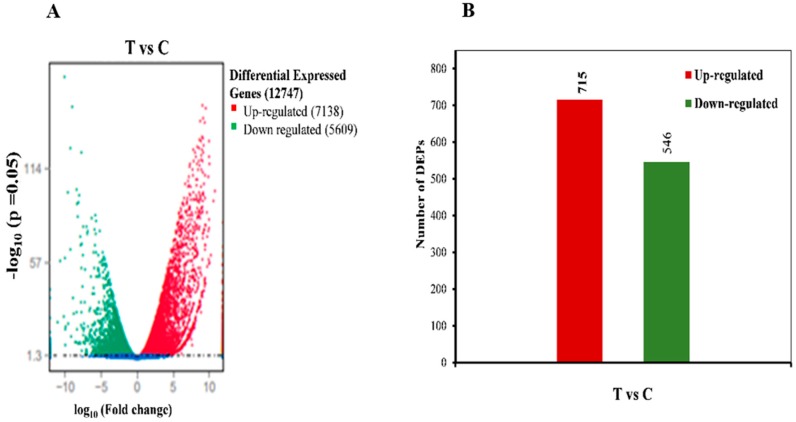
(**A**) Expression pattern of differentially expressed genes in treated and control samples. The differential genes are shown in red and green colors. (**B**) Quantification of differentially expressed proteins in treated (T) and controlled bud samples. Number of up- and down-regulated were represented in colored bars. A quantitative ratio over 2 was considered up-regulation while a quantitative ratio less than 0.5 was considered as down-regulation (*p* < 0.05).

**Figure 3:**
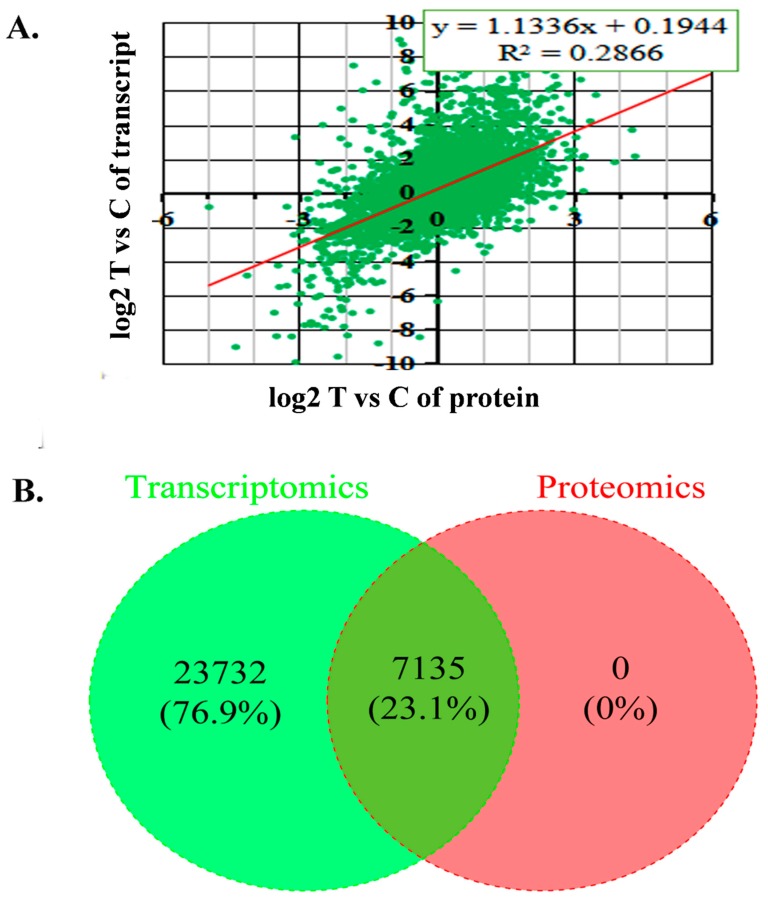
Correlation analysis between differentially expressed genes and proteins in treated and control samples. (**A**) The *x*-axis illustrates the expression pattern of the differentially expressed proteins (DEPs) and the *y*-axis illustrates the expression pattern of the differentially expressed genes (DEGs) in treated and control samples. (**B**) Venn diagram shows the quantity co-regulated proteins and genes in the treated and control bud samples.

**Figure 4:**
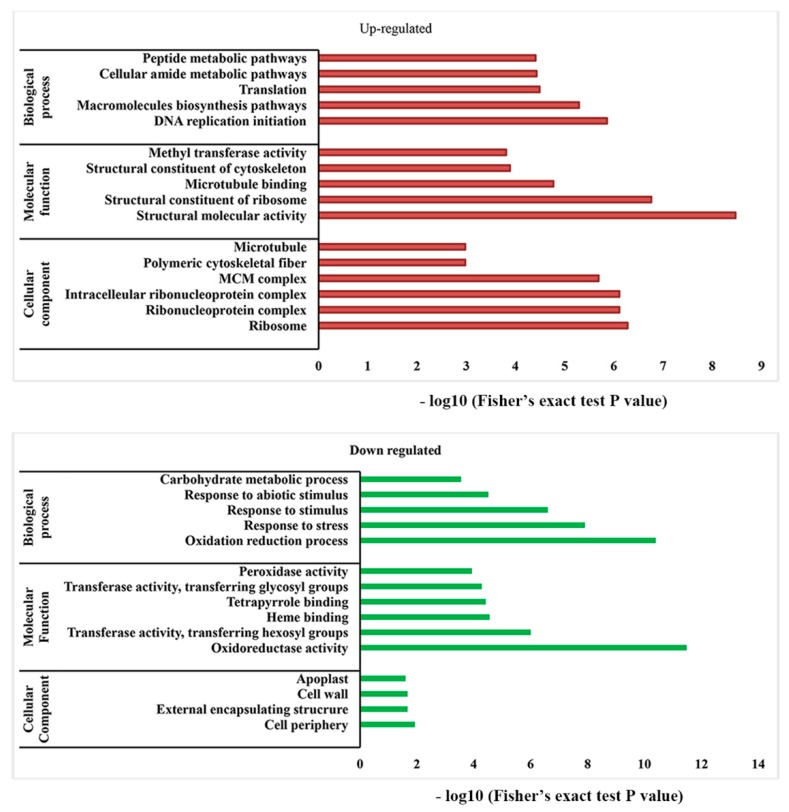
Gene ontology functional enrichment analysis of co-regulated genes and proteins in treated and control samples.

**Figure 5:**
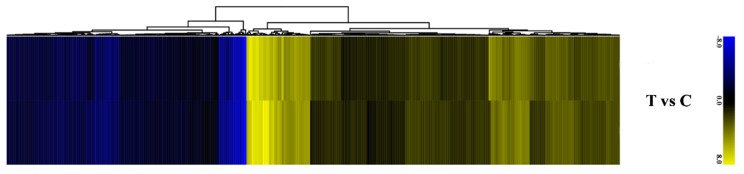
Hierarchical clustering analysis of DEGs and DEPs based on transcriptomic and proteomic data. The heat map is linked by a dendrogram representing a clustering of transcriptomic data or proteomic data (left side). The color code is as follows: blue indicates down-regulated transcripts or proteins; yellow indicates up-regulated transcripts or proteins; black indicates unchanged transcripts or proteins. Each row represents the log2 (treated/C) of a gene or protein. The color scale of the heat map ranges from saturated blue (value, −8.0) to saturated yellow (value, 8.0) in the natural logarithmic scale.

**Figure 6:**
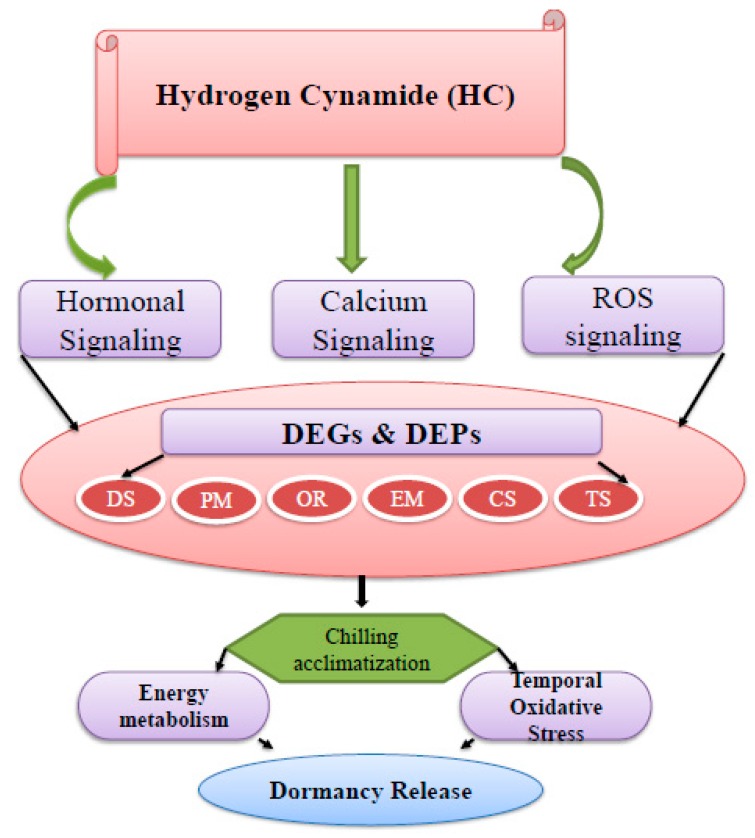
Proposed molecular model of bud dormancy release in grapes after HC application. In this model after HC application, hormone signaling, ROS signaling and Ca^+2^ signaling control the expression patterns of different type of genes and proteins including DS (defense and stress) PM (protein metabolism), OR (oxidation-reduction), EM (energy metabolism), CS (cell structure) and TS (transcription and signaling).

**Table 1:** DEGs related to hormone signaling pathway in treated and control bud samples.

Gene ID	Log2FC	Regulation	Description
**ABA pathway**			
LOC100267073	1.9481	up	abscisic acid receptor PYL4
LOC100267793	2.5272	up	abscisic acid receptor PYR1
LOC 100267287	−4.1216	down	probable protein phosphatase 2C 8
LOC100255251	−3.7464	down	probable protein phosphatase 2C 24
LOC100241147	−1.752	down	protein phosphatase 2C 16
LOC100249013	1.7144	up	Serine/threonine-protein kinase SRK2A
**GA pathway**			
LOC100249084	1.7451	up	DELLA protein GAI
LOC100249385	−1.5149	down	gibberellin receptor GID1B
LOC100245654	−2.1794	down	F-box protein GID2

**Table 2:** Identification of proteins associated with dormancy release treated with HC in grapes.

**Defense and Stress Proteins**								
Protein Description	Accession No	T/CK ratio	Regulated Type	T/CK P value	MW [KDa)	Score	Coverage (%)	Peptides
PREDICTED: 18.1 kDa class I heat shock protein [Vitis vinifera]	VIT_13s0019g02930.t01	0.048	Down	0.000195616	18.165	-2	56.2	12
PREDICTED: heat shock protein 83 [Vitis vinifera]	VIT_16s0050g01150.t01	0.19	Down	0.035201	80.867	22.85	30	23
PREDICTED: small heat shock protein, chloroplastic [Vitis vinifera]	VIT_01s0010g02290.t01	0.272	Down	0.00174202	20.738	108.38	55.5	10
PREDICTED: 17.8 kDa class I heat shock protein [Vitis vinifera]	VIT_19s0085g01050.t01	0.272	Down	0.0098646	16.446	15.659	37	5
PREDICTED: 17.3 kDa class II heat shock protein [Vitis vinifera]	VIT_04s0008g01570.t01	0.369	Down	0.0044631	18.595	17.88	40.4	7
PREDICTED: heat shock 70 kDa protein, mitochondrial [Vitis vinifera]	VIT_00s0415g00030.t01	0.178	Down	0.0032378	18.004	3.6693	11.3	2
PREDICTED: chitinase-like protein 2 [Vitis vinifera]	VIT_05s0062g01320.t01	2.243	Up	0.0199792	34.869	21.874	13	3
**Protein related to energy metabolism**								
PREDICTED: probable cinnamyl alcohol dehydrogenase 1 isoform X1 [Vitis vinifera]	VIT_02s0025g03100.t01	0.318	Down	3.3667E-06	38.412	35.323	23.4	7
PREDICTED: alcohol dehydrogenase class-3 [Vitis vinifera]	VIT_07s0005g04600.t01	0.461	Down	0.0046182	25.165	25.744	34.3	8
PREDICTED: D-3-phosphoglycerate dehydrogenase 3, chloroplastic [Vitis vinifera]	VIT_09s0018g01870.t01	3.012	Up	0.0105971	66.287	134.77	32.4	18
Ribulose-1,5-bisphosphate carboxylase/oxygenase large subunit (chloroplast) [Senna tora]	VIT_16s0013g00330.t01	0.402	Down	0.026102	13.355	32.11	37.9	5
Alcohol dehydrogenase 3 [Vitis vinifera]	VIT_18s0001g15450.t01	0.225	Down	0.000163517	46.418	125.36	32.1	13
**Protein metabolism**								
Glutathione S-transferase; Glutathione S-transferase 3	VIT_12s0028g00920.t01	0.247	Down	4.6333E-06	24.966	43.569	41.9	9
PREDICTED: eukaryotic translation initiation factor 5A-2 [Vitis vinifera]	VIT_17s0000g06670.t01	2.003	Up	0.00063534	17.413	125.57	61.6	10
PREDICTED: probable glutathione S-transferase par C [Vitis vinifera]	VIT_19s0015g02890.t01	0.236	Down	0.0184029	25.337	3.4536	42.5	12
Elongation factor 1-alpha	VIT_08s0040g02330.t01	2.126	Up	0.0182398				
RNA polymerase II transcription elongation factor DSIF/SUPT5H/SPT5 (ISS) [Ostreococcus tauri]	VIT_05s0020g04440.t01	0.493	Down	0.0024588				
**Protein related to oxidation-reduction**								
cytosolic ascorbate peroxidase [Vitis vinifera]	VIT_08s0040g03150.t01	0.217	Down	0.00114319	27.985	108.81	45.5	10
Superoxide dismutase [Cu-Zn], chloroplastic	VIT_10s0042g00100.t01	2.131	Up	0.0038222	21.71	134.08	33	6
**Cell structure related proteins**								
PREDICTED: tubulin alpha chain, partial [Vitis vinifera]	VIT_18s0001g08250.t01	9.401	Up	0.023236	49.59	303.83	48.3	19
PREDICTED: tubulin alpha-3 chain [Vitis vinifera]	VIT_03s0088g00380.t01	19.369	Up	0.011762	49.554	47.385	48.4	19
**Transcription and signaling proteins**								
PREDICTED: Calreticulin/calnexin homolog [Vitis vinifera]	VIT_01s0150g00400.t01	0.716	Down	0.0046237	61.437	91.544	30.6	18

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/14/3528/s1.

## Abbreviations

HC	Hydrogen cyanamide
TMT	Tandem mass tag
DEPs	Differentially expressed proteins
DEGs	Differentially expressed genes
OIV	International Organization of Vine and Wine
EBB	Early bud break
SSH	Subtractive suppression hybridization
FDR	false discovery rate
ETIF	Eukaryotic translation initiation factor
EF	Elongation factor
ROS	Reactive oxygen species
MAA	Methanolic ammonium acetate
TEAB	Triethylammonium bicarbonate
HPLC	High-performance liquid chromatography
MS	Mass spectrometry
ACN	Acetonitrile. GO: Gene ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes

# Supplementary material for: Comparative Transcriptomic and Proteomic Analysis to Deeply Investigate the Role of Hydrogen Cyanamide in Grape Bud Dormancy
**Source:** Int J Mol Sci. 2019 Jul 18;20(14):3528. doi: 10.3390/ijms20143528
**Supplement:** Supplementary file 1

| **Table S1 Reads detail based on the RNA-seq data in control and treated samples** | | | | |
| --- | --- | --- | --- | --- |
| **Type** | **CK-1** | **CK-2** | **Treated-1** | **Treated-2** |
| Raw Reads | 48721168 | 43380248 | 42804700 | 44358972 |
| Clean Reads | 47649934 | 42424012 | 41921568 | 43453342 |
| Total Mapped (%) | 41446945(86.98%) | 37275122(87.86%) | 35862944(85.55%) | 37048870(85.26%) |
| Uniquely mapped(%) | 40591499(85.19%) | 36425264(85.86%) | 35129747 (83.8%) | 36284083 (83.5%) |
| Multiple mapped(%) | 855446 (1.8%) | 849858 (2%) | 733197 (1.75%) | 764787 (1.76%) |

# Supplementary material for: Comparative Transcriptomic and Proteomic Analysis to Deeply Investigate the Role of Hydrogen Cyanamide in Grape Bud Dormancy
**Source:** Int J Mol Sci. 2019 Jul 18;20(14):3528. doi: 10.3390/ijms20143528
**Supplement:** Supplementary file 1

| **Table S3 Primer Used in Real time quantitative PCR** | | | |
| --- | --- | --- | --- |
| **Gene Name** | **Gene ID** | **Forward Primer** | **Reverse Primer** |
| Lipoxygenase | VIT_01s0010g02750 | CCCAGATACCATTAAGTG | GTAATCATATCGGAGTAAGG |
| Glutathione peroxidase | VIT_02s0025g03600 | CTGAGTATCCCATCTTTG | CAGCACTTATGAGATTCC |
| Glutamine synthetase | VIT_17s0000g01910 | CCAATTCCGACCAATAAG | GCACCAATACCACAATAG |
| Glutathione S-transferase | VIT_12s0028g00920 | GTTGGACATCTATGAAGAG | CCAGGATGGTCTATTACT |
| Cytochrome c oxidase subunit 2 | VIT_00s0438g00010 | GACGAGGTAGTAGTAGAT | CACTCTATTGTCCACTTC |
| Ubiquitin carboxyl-terminal hydrolase | VIT_06s0009g00960 | GAGATGATGACCTTGTAG | CGATTAGGACGATATGTG |
| zinc ion binding | VIT_01s0146g00060 | CATCTTCAGAGGAATGTG | GTAAGTGTCTTGCTAACC |
| Serine/threonine-protein kinase | VIT_04s0008g05500 | CTTCTGGACGATAACTAC | CACTCTTCTCTGATATGG |
| oxidoreductase | VIT_00s0531g00040 | GGACAGTATCAATGGAAC | TAGCCTCTCATCACTAAC |
| Vv Actin (Reference gene) | LOC100246825 | TACAATTCCATCATGAAGTGTGATG | TAGAAGCACTTCCTGTGAACAATG |

How the deposited data were processed for this re-analysis (not part of the article)

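RNA of 'Shine Muscat' grape buds was compared between group C (day 0) and group T (day 18 after 5% v/v hydrogen cyanamide), with 2 libraries each. The series lists 2 samples, 1 per group, and the library columns of the count table were mapped to them by their names and by Table S1. Treatment and 18 days of forcing were confounded.

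The authors deposited 1 table of 30867 transcripts with raw counts per library. The submitters' processing notes name HISAT 0.1.6, and the paper gives the genome and annotation of Ensembl Plants release 23. The counting tool was not given in the sources used here. The authors also deposited FPKM per library. For at least 98.6% of genes with 10 or more counts, these FPKM values equal the count over the gene length and the library total within 1%, and they were used only for that check. The authors' log2 fold change, p-value and adjusted p-value of T against C, and their calls of higher or lower, were used only where they are named as theirs. The authors' other columns used were the deposited descriptions, GO terms, coordinates, gene lengths and sequences. A further 8 per-library columns and 12 other value columns were not used. GC content was computed from the deposited sequences and could be had for 28210 genes (91.4%).

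Counts were normalized with TMM factors (edgeR 4.0.16, R 4.3.3), genes were filtered with filterByExpr, which left 21143, and groups were compared with the quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors are the absolute log2 fold change over the square root of the F statistic. The common dispersion was 0.029, a biological coefficient of variation of 17.2%. The median log2 fold change of tested genes was 0.026. Gene lists were tested with camera (limma 3.58.1) on voom values, with Benjamini-Hochberg adjustment over the lists. DESeq2 1.42.0 was run as an alternative. Tables and figures used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Where a group is at 0, folds were computed against a floor of 3 counts per library, and 1 count corresponded to 0.05196 and 0.05883 CPM in C and 0.05559 and 0.05371 CPM in T. Total counts were 19444282 and 17968112 in C and 17435558 and 18033477 in T.

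The pipeline was tested on simulated data drawn from the means and library sizes of T and C, with 20768 genes in the step. Unlike the data, few genes were changed and both groups had the same spread per gene. edgeR called 37 of 96 genes simulated with an absolute log2 fold change of 1 (38.5%), 90 of 98 with 2 (91.8%), and 19 of 20574 unchanged genes. DESeq2 called 52, 86 and 26 of these. The 10 genes with the most counts took 5.87% and 8.06% of counts in C and 2.75% and 2.72% in T.

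Named are the genes with an identifier in Table 2, the 9 RT-qPCR genes, the genes of Table 1 that could be matched, the actin gene of Table S3, the 10 largest fitted increases and 10 largest fitted decreases among called genes with a described function, a mean count of at least 100 in the higher group and the same direction in both replicates, and in each list up to 4 members with the smallest adjusted p and up to 2 that go against the majority. Values in the paper's tables had been seen. Rows of Table S2 were among them and led to the threshold of an adjusted p under 0.05. Triosephosphate isomerase, NADP malate dehydrogenase, Rubisco small chain, phosphoglycerate mutase, elongation factor Tu, initiation factor 5A, calreticulin and actin genes, and all members of lists with up to 7 members or of the clock list, were added by their descriptions because the paper names them or the list is discussed as a whole. Identifiers of Table 1 were matched through the KEGG links of the authors' gene table. GID1B matched 2 genes, and LOC100267287 (PP2C 8) matched none.

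The 42 lists are patterns read against the descriptions, UniProt style first (1243 transcripts) and RefSeq style otherwise (12102 transcripts), and all 42 had at least 5 tested members. The patterns for late embryogenesis abundant proteins and for ABA synthesis also caught unrelated proteins, and both lists were also tested without them. A further 8 sets came from the GO terms the paper names.

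The alternatives were set before the deposited table was examined. They were DESeq2, RLE normalization, no low-count filter, a mean count of at least 10, annotated genes only, and the replicate number as a block. Further ones were leaving out each library, other thresholds, a median ratio of 0, pseudocounts for single genes, and RefSeq style descriptions. The first 1998 genes of Table S2, the part that was used here, were compared with the authors' deposited table, and all 1998 had the same fold and p. The samples of the proteomic and RT-qPCR measurements were not analysed here.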

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

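The scaling test on the actin gene was chosen after the result was seen, and the test on the reads of other actin genes before. Each group below was singled out because the paper does not discuss it, at least 80% of its tested members moved 1 way, and it passed camera with its preset correlation, though not with an estimated one.

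Of 27 DNA replication genes 25 were higher in T, of 23 cyclins 21, of 46 kinesins 44, and of 48 light harvesting and photosystem genes 46. Of 57 genes of pectin enzymes, 47 were higher (47 adjusted over the list alone), with adjusted p = 2.4e-07 from camera and adjusted p = 0.25 with an estimated correlation. Pectate lyase-like protein 3 (VIT_08s0007g04820), which cuts pectin of the cell wall, was at 0.514 ± 0.228 CPM in C and 99.5 ± 1.56 CPM in T (SD, n = 2). Of 93 genes of the wax and cutin list, 75 were higher (adjusted p = 7.2e-09 from camera, and 0.25 with an estimated correlation). This list also takes in all genes described as GDSL or non-specific lipid-transfer proteins. Novel00522 of this list, a GDSL esterase, had a log2 fold change of 9.36. Of 18 vascular genes, 15 were higher (adjusted p = 0.00014 from camera, and 0.25 with an estimated correlation). Fasciclin-like arabinogalactan protein 13 (VIT_12s0028g02990) was at 9.13. Of 12 pollen and anther genes, 11 were higher (adjusted p = 0.0021 from camera, and 0.32 with an estimated correlation). POLLENLESS 3-LIKE 2 (VIT_04s0023g03720) was at 6.43.

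The actin gene used as the RT-qPCR reference, VIT_12s0178g00200, was lower in T, with a log2 fold change of -1.11 (adjusted p = 0.0062, edgeR), and without T replicate 2 it had -1.08 and did not pass (adjusted p = 0.0553, edgeR). Relative to the median of all genes the gene was at -1.14 in the scaling that brought it closest to 0. A scaling moves all genes alike, so this value could hardly change between scalings, and no conclusion on scaling is drawn from it. It shows only that the gene fell relative to the median gene. For reads passed to other actin genes, a level sum over the 5 actin genes had been predicted. The sum was level, 369 CPM in C and 378 CPM in T (log2 ratio 0.03), while 3 of the others rose and 1 fell. All libraries were aligned to the same reference, so a larger share of reads would have to be passed on in T than in C. That was not tested, and the level sum alone does not decide it. A change of which actin genes the buds use would give the same values, so the biological difference between C and T, 18 days of forcing and HC, stays open and untested.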

How the results depend on the processing

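Tests with the authors' p-values and with corrected list patterns were added after the data were seen, and all other settings were set before. Calls at an adjusted p under 0.05 stayed within 1.5 times of 14487 under every setting run except for the genes lower in T, which ranged from 4399 to 8792 when 1 library was left out. Calls at an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1 (5175, 3089 higher, 2086 lower) ranged from 4519 to 11051 in all, 3000 to 6246 higher and 1519 to 4805 lower when 1 library was left out, where the lone library is assumed to vary like the other group and the low-count filter, set anew, keeps 21577 to 21597 genes. They were 8759, 4938 and 3821 with DESeq2, 9147, 5208 and 3939 with the replicate block, 10720, 5992 and 4728 at an adjusted p under 0.05 in place of 0.001, 10836, 6042 and 4794 at an unadjusted p under 0.05, and 8442, 5162 and 3280 with the authors' p-values. The replicate numbers did not pair the libraries (correlation of C1 minus C2 with T1 minus T2, -0.026). The block gave 14282 calls at an adjusted p under 0.05. The cause of these changes was not tested. With an estimated correlation, 0 of 42 lists passed, against 27. With 2 libraries per group that form has few degrees of freedom, so hardly any list could pass it. For lists with a high estimated correlation, such as cytosolic ribosomal proteins (0.901), the preset adjusted p may be much too small.

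Over lists and settings, 566 counts stayed within 1.5 times, 14 fell below, 5 rose above and 9 changed the list's majority. Higher HSP70 and HSP90 genes, 9, ranged from 4 to 9 when 1 library was left out and were 5 at an absolute log2 fold change of at least 1. Higher fermentation genes, 8, ranged from 5 to 8, and were 4 at that fold. Higher histone genes, 27, were 17 with RefSeq style descriptions. At an absolute log2 fold change of at least 1, higher members fell from 7 to 4 for ascorbate peroxidases, catalases and superoxide dismutases, from 15 to 8 for the tricarboxylic acid cycle and from 42 to 25 for salt stress, and lower members of glycolysis from 19 to 11. Lower glycolysis genes, 19, were 17 without a low-count filter and 16 with RefSeq style descriptions. Higher salt stress genes, 42, ranged from 24 to 56, with 52 without C replicate 1, where lower genes outnumbered them. For single genes, 3804 values stayed the same, 44 lost the call, 5 gained it, 170 moved with a pseudocount, and 0 reversed. The same means direction and call, or, for the 277 and 173 of these values with a pseudocount of 1 and 10, which have no test, a fold within 1 standard error. The alternative pseudocounts for normalized values were not run, since counts were present. Depth limits levels near 1 count, 0.05196 to 0.05883 CPM. In simulated data 38.5% of genes with an absolute log2 fold change of 1 were called. That simulation left 20574 genes unchanged and gave both groups the same spread per gene. In the data 14487 genes were called and the pairs differ in spread, so that share does not give the power here.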

Differences from the paper's values

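Counts of differentially expressed genes were compared at the thresholds the paper states, an adjusted p of at most 0.001 and an absolute log2 fold change of at least 1. The paper's total is 12747, and 5175 were called here. The paper's number of higher genes is 7138, and 3089 were higher here. The paper's number of lower genes is 5609, and 2086 were lower here. Among the alternatives set before the data were examined, DESeq2, the replicate block, leaving out C replicate 1 or C replicate 2, an adjusted p under 0.05 in place of 0.001 and an unadjusted p under 0.05 gave counts within 1.5 times of the paper's for all 3. RLE normalization, annotated genes only, a mean count of at least 10, a median ratio of 0, no low-count filter, and leaving out T replicate 1 or 2 did not. The authors' p-values, a setting chosen after seeing the values, gave 8442 in all and 3280 lower, still more than 1.5 times below, and 5162 higher, within 1.5 times. In the authors' deposited table, the 7138 higher and 5609 lower calls are those with an adjusted p under 0.05, with 0 exceptions, and 2468 of them have an absolute log2 fold change under 1. At the stated thresholds that table holds 8366 genes, 5124 higher and 3242 lower. At an adjusted p under 0.05 alone, 14487 genes were called here, 7598 higher and 6889 lower.

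For GID1B, the paper's log2 fold change is -1.5149. The identifier is paired with VIT_14s0030g00440, at -1.53 here, and with VIT_07s0104g00930, at -4.10 here. The authors' deposited values are -1.5149 for the first gene and -4.0894 for the second. The paper's value is therefore that of VIT_14s0030g00440, and the second gene is not a difference from the paper.

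For the ABA receptors of the PYR/PYL family, the paper's Results give 5 genes, 3 higher and 2 lower, and its Discussion gives the family as elevated. Of 6 members here, 3 were higher and 3 lower, with both PYL9 genes lower and PYR1-like and both PYL4 genes higher. The paper names a higher SnRK2 gene, and SRK2A was higher here (log2 fold change 1.70) while 6 of 7 members were lower. The paper has PP2C genes lower, and of 43 here 31 were lower and 12 higher. The paper gives more than 1 DELLA gene as elevated. Of 3 here, SLR1-like was higher (1.73), and it is the gene Table 1 names DELLA protein GAI, at 1.7451. GAI-like was lower (-0.71) and GAI1 did not pass (0.24, adjusted p = 0.39, edgeR). GAI1 was at 0.61 without C replicate 1, where the spread came from the T pair alone. The paper gives the genes of oxidation-reduction process and response to salt stress as lower. Over all genes of these terms, a wider group than the paper's core set, 533 were higher and 403 lower in the first, and 42 and 38 in the second. The paper gives calreticulin and its related genes as lower. The homolog of Table 2 was lower (-0.54), and the 4 other calreticulin and calnexin genes were higher, from 1.11 to 2.28.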

Other observations

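The test on time of day and both scaling tests below were chosen after the results were seen, and the test on gene length and GC content before. Genes that loosen the growing cell wall were mostly higher in T. Of 29 expansin and xyloglucan endotransglucosylase genes, 20 were higher in T, 8 lower and 1 did not pass the test (21 higher and 8 lower adjusted over the list alone), with adjusted p = 0.01 from camera and adjusted p = 0.32 with an estimated correlation. Expansin-A4 (VIT_06s0004g04860) was at 1.36 ± 0.349 CPM in C and 151 ± 3.68 CPM in T (SD, n = 2), a log2 fold change of 6.77 (standard error 0.21, adjusted p = 4.1e-05, edgeR), and the expansin-like B1 gene VIT_00s0309g00090 fell with a log2 fold change of -7.92. Of 80 genes of cellulose and callose enzymes, 51 were higher in T, 26 lower and 3 did not pass the test (51 higher and 26 lower adjusted over the list alone), with adjusted p = 0.03 from camera and adjusted p = 0.57 with an estimated correlation. Cellulose synthase A subunit 3-like (VIT_08s0007g08380), which makes cellulose of the primary wall, rose with a log2 fold change of 4.90, and cellulose synthase-like E6 (VIT_00s0414g00020) fell with a log2 fold change of -5.49. Of 48 pathogenesis-related and chitinase genes, 36 were higher in T, 7 lower and 5 did not pass the test (36 higher and 7 lower adjusted over the list alone), with adjusted p = 9.5e-06 from camera and adjusted p = 0.39 with an estimated correlation. An acidic endochitinase (VIT_15s0046g01600) was at 0.808 ± 0.188 CPM in C and 414 ± 8.37 CPM in T (SD, n = 2), a log2 fold change of 9.00 (standard error 0.23, adjusted p = 3.9e-05, edgeR), and pathogenesis-related protein 10 (VIT_05s0077g01580) fell with a log2 fold change of -4.59.

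Of 25 genes caught by the pattern for late embryogenesis abundant proteins and dehydrins, 12 were higher in T, 12 lower and 1 did not pass the test (12 higher and 12 lower adjusted over the list alone), with adjusted p = 0.41 from camera and adjusted p = 0.68 with an estimated correlation, but the pattern also caught GEM-like proteins. Without these, a choice made after the descriptions were seen, 3 of 13 were higher and 10 lower, with adjusted p = 0.0046 from camera and adjusted p = 0.22 with an estimated correlation. Protein D-29 (VIT_05s0020g00840) was at 134 ± 14.1 CPM in C and 0.383 ± 0.0866 CPM in T (SD, n = 2), a log2 fold change of -8.43 (standard error 0.23, adjusted p = 3.9e-05, edgeR), and dehydrin ERD14 (VIT_18s0001g00360) fell with a log2 fold change of -3.86. Of 13 genes of the raffinose pathway, 4 were higher in T and 9 were lower (4 higher and 9 lower adjusted over the list alone), with adjusted p = 0.085 from camera and adjusted p = 0.39 with an estimated correlation. Galactinol synthase 2 (VIT_07s0005g01980) fell with a log2 fold change of -8.41, and a galactinol-sucrose galactosyltransferase (VIT_19s0015g01350) rose with a log2 fold change of 5.88. Of 23 MADS-box, FT and TFL1 genes, 15 were higher in T and 8 were lower (15 higher and 8 lower adjusted over the list alone), with adjusted p = 0.29 from camera and adjusted p = 0.54 with an estimated correlation. A gene described as SVP (VIT_15s0107g00120), a regulator of dormancy and flowering, was at 8.15 ± 0.377 CPM in C and 30.0 ± 1.98 CPM in T (SD, n = 2), a log2 fold change of 1.88 (standard error 0.15, adjusted p = 0.00031, edgeR), and AGL17 (VIT_17s0000g06340) fell with a log2 fold change of -2.14.

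All 16 circadian clock genes tested were lower in T, with adjusted p = 3.2e-07 from camera and adjusted p = 0.25 with an estimated correlation. The 4 dawn or morning genes had a median log2 fold change of -2.63, and the 7 afternoon or evening genes -2.28. Opposite directions had been predicted for collection at another time of day alone. Each group spans several hours and the collection times are not given, so a fall of both cannot exclude time of day. Relative to all genes the list median was at -2.29 or further from 0, and the highest member was at -1.10. Scaling between libraries moves all genes alike and could hardly change these values, so no conclusion on scaling is drawn. They show that the clock genes fell relative to the median gene. Time of day stays open. The biological difference between C and T, with HC and 18 days of warm forcing confounded, stays open and untested.

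Of 176 cytosolic ribosomal protein genes, 158 were higher in T and 5 lower, with adjusted p = 6.6e-12 from camera and adjusted p = 0.6 with an estimated correlation. Of 10000 random lists matched on gene length, GC content and mean level, the highest median log2 fold change was 1.02. The matched median was 0.52 (0.19 to 0.76), while the list, with GC content known for 94.9% of members, had 1.46. The list was at 1.44 or more relative to the median of all genes. A scaling moves all genes alike, so this value could hardly change under it and draws no conclusion on scaling. The matched lists argue against length or GC content as the whole cause. HC and forcing stay open and untested.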
